# Retinoic acid-independent expression of *Meis2* during autopod patterning in the developing bat and mouse limb

**DOI:** 10.1186/s13227-015-0001-y

**Published:** 2015-03-14

**Authors:** Mandy K Mason, Dorit Hockman, Lyle Curry, Thomas J Cunningham, Gregg Duester, Malcolm Logan, David S Jacobs, Nicola Illing

**Keywords:** *Meis2*, Retinoic acid signalling, Limb development, Bat wing, Evo-devo, Interdigital webbing

## Abstract

**Background:**

The bat has strikingly divergent forelimbs (long digits supporting wing membranes) and hindlimbs (short, typically free digits) due to the distinct requirements of both aerial and terrestrial locomotion. During embryonic development, the morphology of the bat forelimb deviates dramatically from the mouse and chick, offering an alternative paradigm for identifying genes that play an important role in limb patterning.

**Results:**

Using transcriptome analysis of developing Natal long-fingered bat (*Miniopterus natalensis*) fore- and hindlimbs, we demonstrate that the transcription factor *Meis2* has a significantly higher expression in bat forelimb autopods compared to hindlimbs. Validation by reverse transcriptase and quantitative polymerase chain reaction (RT-qPCR) and whole mount *in situ* hybridisation shows that *Meis2*, conventionally known as a marker of the early proximal limb bud, is upregulated in the bat forelimb autopod from CS16. *Meis2* expression is localised to the expanding interdigital webbing and the membranes linking the wing to the hindlimb and tail. In mice, *Meis2* is also expressed in the interdigital region prior to tissue regression. This interdigital *Meis2* expression is not activated by retinoic acid (RA) signalling as it is present in the retained interdigital tissue of *Rdh10*^*trex/trex*^ mice, which lack RA. Additionally, genes encoding RA-synthesising enzymes, *Rdh10* and *Aldh1a2*, and the RA nuclear receptor *Rarβ* are robustly expressed in bat fore- and hindlimb interdigital tissues indicating that the mechanism that retains interdigital tissue in bats also occurs independently of RA signalling.

**Conclusions:**

Mammalian interdigital *Meis2* expression, and upregulation in the interdigital webbing of bat wings, suggests an important role for *Meis2* in autopod development. Interdigital *Meis2* expression is RA-independent, and retention of interdigital webbing in bat wings is not due to the suppression of RA-induced cell death. Rather, RA signalling may play a role in the thinning (rather than complete loss) of the interdigital tissue in the bat forelimb, while *Meis2* may interact with other factors during both bat and mouse autopod development to maintain a pool of interdigital cells that contribute to digit patterning and growth.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13227-015-0001-y) contains supplementary material, which is available to authorized users.

## Background

Understanding the function of genes involved in patterning the tetrapod limb has traditionally been based on leads from human congenital abnormalities, studies using mouse genetics and the experimental manipulation of chicken embryos. This has led to the identification of key genes and pathways that pattern the outgrowing limb, including the three amino-acid loop extension (TALE) homeobox transcription factors, *Meis homeobox 1* (*Meis1*) and *Meis homeobox 2* (*Meis2*), that are expressed in the proximal limb bud [1,2].

One paradigm for understanding how limb outgrowth and patterning is regulated is the ‘two-signal model’ based on pharmacological and transplantation studies in the chick. This model proposes that the proximal-distal (P-D) axis is specified by opposing proximal and distal factors, namely retinoic acid (RA) and fibroblast growth factor (FGF) signalling, that activate or repress *Meis1/2* expression, respectively [3-5]. In this model, *Meis2* expression is restricted to the proximal portion of the outgrowing limb bud, where it plays a role in specifying the proximal limb identity and is used as a marker of the stylopod [2,5-7]. Overexpression/ectopic distal expression of *Meis2* in the developing chick limb results in distal limb defects that include limb axis proximalisation, reductions in the length of distal skeletal elements and the persistence of interdigital webbing [1,2]. Ectopic distal expression of *Meis1* in the developing mouse limb leads to a comparable proximalisation of the distal elements, a reduction of the ulna, a delay in distal element ossification and syndactyly [1]. Ectopic expression of *Meis2* throughout the hindlimb (HL) bud, and the posterior half of the forelimb (FL) bud, leads to delayed expression of *homeobox A13* (*Hoxa13*) in the distal limb bud (a marker of the autopod region) and persistent distal expression of *homeobox A11 (Hoxa11*; a marker of the zeugopod region*)* [8]. These data have been used to build a model of limb bud outgrowth where *Meis1* and *Meis2* play a pivotal role in patterning the proximal limb.

Two distinct thresholds of RA signalling are proposed to delimit the three limb regions, with the higher mediating the stylopod to zeugopod transition and the lower (together with a timing mechanism specified by specific histone acetylation signals) mediating the zeugopod to autopod transition [8]. In this model, RA is synthesised in the flank where *retinol dehydrogenase 10* (*Rdh10*) and *retinaldehyde dehydrogenase 2* (*Aldh1a2/Raldh2*) are expressed [9-12]. Diffusion of RA from the flank through the nascent limb bud forms a gradient, reinforced by degradation of RA through the action of a distally expressed *cytochrome P450* RA-degrading enzyme encoded by *Cyp26b1* [3,5]. Although genetic studies in mice have established that FGF signalling from the apical ectodermal ridge (AER) is required for P-D patterning and the distal repression of *Meis1/2* [13], several genetic studies that abrogate RA synthesis cast doubt on the requirement for endogenous RA signalling in P-D patterning or for expression of *Meis1/2* in the proximal limb [14-16].

Genetic studies support a role for RA signalling later in limb development, maintaining the interdigital tissue of the autopod in an undifferentiated state and mediating cell death events [15,17,18], as well as playing a role in tissue specification events at the digit-interdigit junction during digit development [19]. RA is synthesised in the interdigital region through expression of *Rdh10* and *Raldh2* [10], while RA is degraded in the digit region through *Cyp26b1* expression [20]. Together, these genes regionalise the developing autopod into RA-depleted regions (the condensing digits) and RA-rich regions (undifferentiated interdigital tissue). The interdigital mesenchyme is maintained in mice that are deficient in the RA-signalling pathway (*Rdh10*^*trex/trex*^, *Raldh2*^*−/−*^, *RARβ*^*−/−*^*/RARγ*^*−/−*^ and *RARβ*^*+/−*^*/RARγ*^*−/−*^ mice) suggesting that RA synthesis and subsequent signalling is necessary for the regression of interdigital tissues [15,17-19].

Interdigital tissue is also naturally retained during development in the autopods of several vertebrates, a feature that possibly evolved as an adaptive trait to facilitate locomotion and predation. The bat wing is a clear example of this, containing asymmetrically elongated digits (II to V) that support an expansive wing membrane used in powered flight. In contrast, the bat’s hindlimb digits are short, clawed and (in most species) free, being adapted for crawling and roosting [21]. This unique contrast in autopod morphology provides a powerful comparative system that can be used to inform current developmental models that are established using conventional systems such as the mouse and the chick [22,23].

Based on leads from a transcriptome analysis of developing bat autopods, we present data showing that *Meis2* is upregulated in the interdigital tissue of mammalian autopods. Furthermore, we find that RA signalling and *Meis2* expression are not coupled in the bat or in the mouse autopod.

## Methods

### Sample collection, ethics and preparation

*Miniopterus natalensis* embryos were collected from wild-caught, pregnant females in September and October of 2006 and 2008 from De Hoop Nature Reserve, Western Cape Province, South Africa (Western Cape Nature Conservation Board permit number: AAA004-00030-0035; University of Cape Town Faculty of Science Animal Experimentation Committee application number: 2006/V4/DJ and 2008/V16/DJ), staged and stored as previously described [24,25]. For the microarray experiment, four biological repeats of each developmental stage (Carollia stage 16 (CS16) and Carollia stage 17 (CS17)) were examined. For the reverse transcriptase and quantitative polymerase chain reaction (RT-qPCR) experiment, three biological repeats were examined and the developmental window was extended to include a younger (Carollia stage 15 (CS15)) and an older (Carollia stage 18 (CS18)) stage (Table 1).

**Table 1:** **Fold change data for** ***Meis2*** **transcripts over both the** ***5′-Meis2*** **and the** ***3′-Meis2*** **region**

**Transcript region**	**Experiment**	**Bat (CS17) vs mouse (E13.5)**	**FL vs HL**			
		**FL**	**CS15**	**CS16**	**CS17**	**CS18**
5′-*Meis2* (M400017713)	Microarray	9.9 (8.4 to 11.7)	NA	2 (1.5 to 3.3)	6.1 (5.4 to 12.6)	NA
	qPCR	287.1 (56.5 to 829.9)	0.5 (0.5 to 0.7)	3.0 (2.3 to 3.9)	8.4 (7.7 to 8.5)	7.9 (5.8 to 8.4)
3′-*Meis2* M400000987	Microarray	1.5 (1.2 to 2.3)	NA	1 (0.6 to 1.2)	1.4 (1.2 to 2.6)	NA
	qPCR	8.6 (8.3 to 12.3)	0.9 (0.6 to 1.2)	1.9 (1.6 to 2.6)	5.9 (5.5 to 6.0)	4.9 (2.2 to 5.1)

Median fold changes of biological repeats are given with minimum and maximum fold changes in parentheses. Four biological repeats were tested in the microarray experiments and three in the reverse transcriptase and quantitative polymerase chain reaction (RT-qPCR) experiments. FL, forelimb; HL, hindlimb; NA, not applicable.

Autopods from the FLs and HLs of bat embryos and the FLs of E13.5 mouse ICR embryos (UCT strain 1, University of Cape Town Medical School, Animal Ethics Committee application number: 006/040) were dissected off while immersed in RNA*later*® (Sigma-Aldrich, St Louis, MO, US). This area was distinguished as the dorso-ventrally flattened tissue on the distal portion of the limb and was dissected along the point of constriction of the presumptive wrist or ankle, excluding the tissue associated with the stylopod and the zeugopod as well as that associated with the proto- and plagiopatagium. This autopod tissue is subsequently referred to as either the FL or the HL. Autopod RNA was extracted using the RNeasy® Lipid Tissue Mini Kit (QIAGEN, Hilden, DE) and checked for quality by the Centre for Proteomic and Genomic Research (CPGR, Cape Town, ZA) using the Agilent 2100 Bioanalyser (Agilent Technologies), in addition to running denaturing agarose gels and quantified using the Nanodrop 1000 (Thermo Scientific, Pittsburgh PA, US).

*In situ* hybridisation experiments were performed using several mouse strains. *Meis2 in situ* hybridisation experiments were performed on wildtype NIMR:Parkes mice. RA-signalling pathway *in situ* hybridisation experiments were performed on wildtype C57BL/6 (UCT strain 3) mice (UCT Medical School Animal Ethics number 012/052). The comparison of *Meis2* expression in wildtype (Black Swiss) compared to *Rdh10*^*trex/trex*^ mutant mice, a strain that lacks RA signalling in limbs and exhibits retained interdigital webbing in the hindlimb [9,15], conformed to the regulatory standards adopted by the Animal Research Committee at the Sanford-Burnham Medical Research Institute.

### Microarray analysis

Input RNA samples (0.5 μg) were amplified and labelled using the Amino Allyl MessageAmp™ II Cy3 aRNA Amplification Kit (Ambion, Austin, TX, US). Each labelled amplified RNA (aRNA) sample (250 ng) was hybridised to OpArray™ Mouse v4.0 slides and processed according to the manufacturer’s instructions (OPERON Biotechnologies, Inc., Huntsville, AL, US). Slides were scanned using a Genepix® 4000A scanner (Axon Instruments Inc., Molecular Devices, Sunnyvale, CA, US). Data were captured, background signal calculated and spot quality checked using GenePix™ Pro ver. 6.0 microarray analysis software (Amersham Biosciences, Piscataway, NJ, US). Background correction, normalisation and subsequent pre-processing steps were performed in R ver. 2.6.0 (R Development Core Team). Poor quality features were removed, missing data were imputed, batch artefacts were corrected for and variance filtering was performed. Filtered and pre-processed data were analysed for differential expression using the DEDS package (ver. 1.12). Genes were ranked according to their cumulative *q* value and determined to be differentially expressed if fold change (FC) > 2 (interspecies analysis) or FC > 1.5 (intraspecies analysis) and *q* < 0.01. Single-channel normalised data were used to graph array signal of developmental genes of interest. Data were imported into Microsoft Excel (Microsoft Office 2007), and biological replicate averages were compared using the moderated t-statistic with Benjamini and Hochberg False Discovery Rate correction. Protocols and data were deposited in the NCBI Gene Expression Omnibus [26,27] and can be accessed through the GEO Series accession number GSE51042 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51042).

### Analysis of *Miniopterus schreibersii* RNA-seq dataset

mRNA-seq datasets (Accession GSE50699) from embryonic autopods of the common bent-wing bat (*Miniopterus schreibersii*) were downloaded from the Gene Expression Omnibus (GEO). For each gene of interest, the longest mouse (GRCmm38) coding transcript sequence (cDNA) was obtained (Ensemble Genome Browser, release 75) and used to perform a BLASTn on the RNA-seq bat sequence dataset. *M. schreibersii* sequences with high similarity were noted [see Additional file 1: Table S2], and the normalised read counts for these were extracted. Where there was more than one high-similarity sequence for a gene of interest, the sum of the normalised read counts was taken.

### 5′ and 3′ RACE and high-fidelity PCR

5′ and 3′ Rapid Amplification of cDNA Ends (RACE)-ready complementary DNA (cDNA) was synthesised from the total RNA extracted from the FLs and heads of CS17 *M. natalensis* and E13.5 *Mus musculus* embryos using the SMARTer™ cDNA Amplification kit (Clontech, Mountain View, CA, US), using oligo(dT) to prime first strand synthesis. Various gene-specific primers (GSPs) and nested gene-specific primers (NGSPs) were designed to generate full-length 5′ and 3′ RACE cDNA transcripts from the *Meis2* locus [Additional file 1: Table S3 and Additional file 2: Figure S1] in combination with Clontech universal primers, using PCR conditions summarised in Additional file 1: Table S4 and Additional file 3. Additional details of PCR conditions, cloning and sequencing can be found in Additional file 3. A *Meis2* overlap region, between the genome-encoded first adenine-rich region and the start of the coding region [see Additional file 2: Figure S1], was amplified from bat (CS17) and mouse (E13.5) embryonic head cDNA as described in Additional file 3.

### Relative qPCR analysis

RT-qPCR was performed following the Minimum Information for Publication of Quantitative Real-Time PCR Experiments (MIQE) conventions [28]. Primers were designed to amplify the transcript regions that were specifically hybridised by the corresponding mouse OPERON probes [see Additional file 1: Table S5]. Experiments were performed using Amino allyl aRNA samples that were reverse transcribed into cDNA using Superscript III Reverse transcriptase (Roche Molecular Diagnostics, Pleasanton, CA, US) and second-round primers (Ambion, Austin, TX, USA). Relative qPCR was performed using the Sensimix SYBR Kit (BIOLINE, London, GB). A portion of each cDNA sample was pooled and serially diluted by a factor of two to generate five standard curve samples for each run. Experiments were performed on the Rotogene 6000 (QIAGEN). Standard curves and E values were generated using the Rotogene 6000 real time rotary analyser software (Ver. 1.7, QIAGEN). Standard curves were plotted for each experiment and the E values [see Additional file 1: Table S5] and Ct values were imported into Microsoft Office Excel 2010 (Microsoft Corporation) and analysed. Outliers that could be attributed to a failed amplification were discarded and the technical repeats averaged. Data were analysed using the efficiency correction method [29]: data were calibrated to the average dilution in the serial dilution standard curve and normalised to the reference gene, *Tbpl1*. After calibration, data were scaled to the bat CS15 HL. Statistical analyses were performed in IBM® SPSS Statistics ver. 22 (IBM Corporation, Armonk, NY, US).

### Whole mount *in situ* hybridisation (WISH)

Bat-specific whole mount *in situ* hybridisation (WISH) probe templates were generated from bat FL pooled cDNA (CS15 to CS18). Primers for *Meis2* WISH probes were designed to include the regions that were specifically hybridised by the corresponding mouse OPERON probes. Primer and probe template information for all bat WISH experiments can be found in the supplementary information [see Additional file 1: Table S6]. PCR products were purified (Promega, Fitchberg, WI, US) and cloned into the pGEM®-T Easy vector (Promega) and sequenced (Central Analytical Facilities, Stellenbosch, WC, ZA) [see Additional file 1: Table S6]. A mouse 5′-*Meis2* probe was generated from RIKEN FANTOM™ mouse clone A830011L22 (GenBank: AK043601.1) (Source Bioscience Lifesciences, Cambridge, GB). Information for mouse probes of RA-signalling-associated genes can be found in previously published work: *mRdh10* [9], *mAldh1a2* [12], *mCyp26b1* [30] and *mRarβ* [31]. Plasmids were linearized using the appropriate restriction enzymes, and DIG-labelled probes were generated using *in vitro* transcription with T3, T7 or SP6 polymerase as required (Roche Molecular Diagnostics). Bat embryos were halved along their rostral-caudal axis prior to WISH to conserve samples and enable direct comparisons between genes from the same developmental stage. WISH was performed as previously described [32] with the following modifications: proteinase K digestion times were as recommended by [33], overnight hybridisation temperature set at 70°C and detection performed using nitro-blue tetrazolium and 5-bromo-4-chloro-3′-indolyphosphate solution (NBT-BCIP).

### Data deposition footnote

NCBI Gene Expression Omnibus GEO Series accession number GSE51042 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51042). Genbank Accession numbers for all sequences in this paper are given in Additional file 1: Table S7 and S9 to S12.

## Results

### Cross-species microarray analysis reveals a set of genes that are robustly differentially expressed between the bat fore- and hindlimb, including *Meis2* and *Hoxd11*

To identify genes involved in interdigital webbing retention and digit elongation, we performed a cross-species microarray on FL and HL autopods from *Carollia* stage (CS) 16 and CS17 embryos of the Natal long-fingered bat, *M. natalensis*. Mouse FL autopods (E13.5) were used as a reference sample facilitating a three-way comparison. 

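Autopods are the hand and foot plates in which digits and webbing form. FL and HL autopod RNA from 4 CS16 and 4 CS17 bat embryos was hybridised to 16 mouse oligonucleotide arrays, 1 bat sample per array, which gives 4 arrays for each stage and limb. Bat RNA was labelled with Cy3. Each array also held RNA of a mouse FL pool of 24 embryos labelled with Cy5, so each feature has a bat and mouse ratio on every array. The FL and HL of a stage and repeat came from the same embryo, and the 4 samples of a repeat formed a labelling batch with its own amplification of the mouse pool. The authors corrected background and normalised the signals, and their methods also name removal of poor features, imputation, batch correction and variance filtering. The deposited values are log ratios without a stated base or centring, and the sample labels word the ratio as bat relative to mouse. To test base and direction, the folds that Table S7 of the paper lists for 35 probes were set against them. Taken as log2 ratios with the sign turned, 33 of the 35 probes had a feature whose folds lay within 0.05 of the listed ones in all 3 comparisons, against 4 with the sign as deposited. Shuffled folds matched at most 9 probes with the sign turned and 8 without. Against the wording of the labels, the values were therefore read as log2 of mouse over bat and turned, so that positive values mean higher in the bat. This direction is likely and rests on that match, on the usual order of red over green and on Figure 1. By the wording of the labels, higher and lower would change places throughout. Centring stays unknown, and the medians of the 16 arrays as deposited lay between 0.04 and 0.17. Differences between limbs were tested with limma within embryos, and ratios against the mouse pool with the labelling batch in the fit.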

We processed and filtered the data to create a small, high-quality expression data set of five 200 probes (14% of original array) for further analysis. 

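A value was present for 13988 of the 37440 array features (37.4%), and each of these had a value on all 16 arrays. Among them, 1382 features shared 50 sets of identical values, and the largest sets held 622, 384 and 154 features. Features with identical values were counted once, which left 12656 for testing, a choice made after the data were seen. The 5200 features with the largest variance over the arrays, 13.9% of the array, were used as an alternative, because the variance rule behind the paper's set is not given in its methods. That variance includes differences between limbs and stages, so a feature can enter the set through the effect then tested. In that set limma also gave the limb difference of every feature the same standard error, so a feature's own spread no longer counted. Features are identified by number only and carry no probe or gene names, so groups of named genes were not tested here. Across features, the correlation between any pair of arrays lay between 0.841 and 0.963. The number of arrays limits the precision of each value.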

We compared the CS17 bat FL and HL to the mouse E13.5 FL (interspecies comparison) to find genes that were differentially expressed in the bat FL relative to the mouse FL at this equivalent developmental stage [24,25]. A large number of genes were differentially expressed (DE) in this comparison (Figure 1A (i) and (ii)). 

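The CS17 bat FL differed from the mouse FL pool at 1720 of 12656 features (13.6%) with a fold above 2 and an adjusted p under 0.01 from limma. Of these, 1356 were higher and 364 lower in the bat. The CS17 bat HL differed from the same pool at 1655 features (13.1%), 1164 higher and 491 lower. Bat autopods at CS16 showed more differences than at CS17 in both limbs, with 1915 features in the FL and 2060 in the HL. Every feature with a fold above 2 also had that adjusted p, so the fold alone decided these calls. The median size of the log2 ratio was 0.40 in both CS17 limbs, with a median standard error of 0.09 (n = 4 arrays per limb). With an adjusted p under 0.05 and no fold minimum, 9126 features differed in the CS17 FL, 4043 higher and 5083 lower. Centring each array on its median moved the HL split to 1362 higher and 317 lower, and the array of CS17 HL replicate 4 had the lowest mean correlation with its own group (0.908). The mouse pool is 1 sample whose own spread is left out, and with mouse probes and no dye swap, expression, dye and probe mismatch cannot be told apart.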

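The CS17 bat FL and HL shared 1389 features called against the mouse FL in the same direction, 1099 higher and 290 lower in the bat. These made up 80.8% of the FL calls and 83.9% of the HL calls, and 0 features were called in opposite directions. Independent lists of the same lengths would share 124.7 higher and 14.1 lower features. Across features, the mean ratios of the limbs correlated at 0.971 with a covariance of 0.483, although features are not independent replicates. Both limbs were set against the same mouse pool. In 20 simulations with no difference from the mouse, the limbs shared 0 calls, their ratios correlated at 0.499 and the covariance was 0.0099. At a median standard error of 0.09, noise does not reach a fold above 2, so the 0 shared calls were fixed beforehand. The simulations do not weigh an effect of pool, dye or probes that all arrays share. With the FL taken from 2 labelling batches and the HL from the other 2, so that no amplification of the mouse pool was shared, 1397 and 1366 features were called in both limbs under the 2 possible assignments. The covariance was then 0.489 and 0.482. This split does not test the shared reference, because the values look already corrected for batch. The pool RNA, the dyes and the probes also stayed common to both limbs. With an adjusted p under 0.05 and no fold minimum, the limbs shared 3428 higher and 4705 lower features, and 4043 and 3926 after centring each array on its median. With most features called, centring by itself sets that last split near even.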

A comparison of significantly DE genes (FC > 2, *q*-value <0.01) showed that the majority were common to both FL and HL (Figure 1A (iii)). 

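At these thresholds 331 features were called for the CS17 FL and not for the CS17 HL, 257 of them higher and 74 lower in the bat than in the mouse FL. Another 266 were called for the HL and not for the FL, 65 higher and 201 lower. All 331 features had the same sign in the HL, and 330 had an adjusted p under 0.05 against the mouse there too. The median log2 ratio of the 257 higher features was 1.13 in the FL and 0.87 in the HL. For the 74 lower features it was -1.03 in the FL and -0.93 in the HL. The difference between FL and HL itself passed limma's test at 0 of the 331 features, with an adjusted p under 0.05 over all features, and 108 had an unadjusted p under 0.05. Adjusted over the 331 alone, 30 passed, but they were chosen on these samples. Quantile normalization gave 163 higher and 153 lower features for the FL alone, and the values without replicate 4 gave 168 and 116. For the HL alone the excess of lower features was not stable. It was 134 higher and 108 lower after quantile normalization, 101 and 117 after centring each array on its median and 126 and 141 without replicate 4. Without replicate 1 the excess was larger, with 89 higher and 321 lower.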

Only 107 upregulated genes and five down-regulated genes were unique to the bat FL analysis and were considered for further analysis.

**Figure 1:**
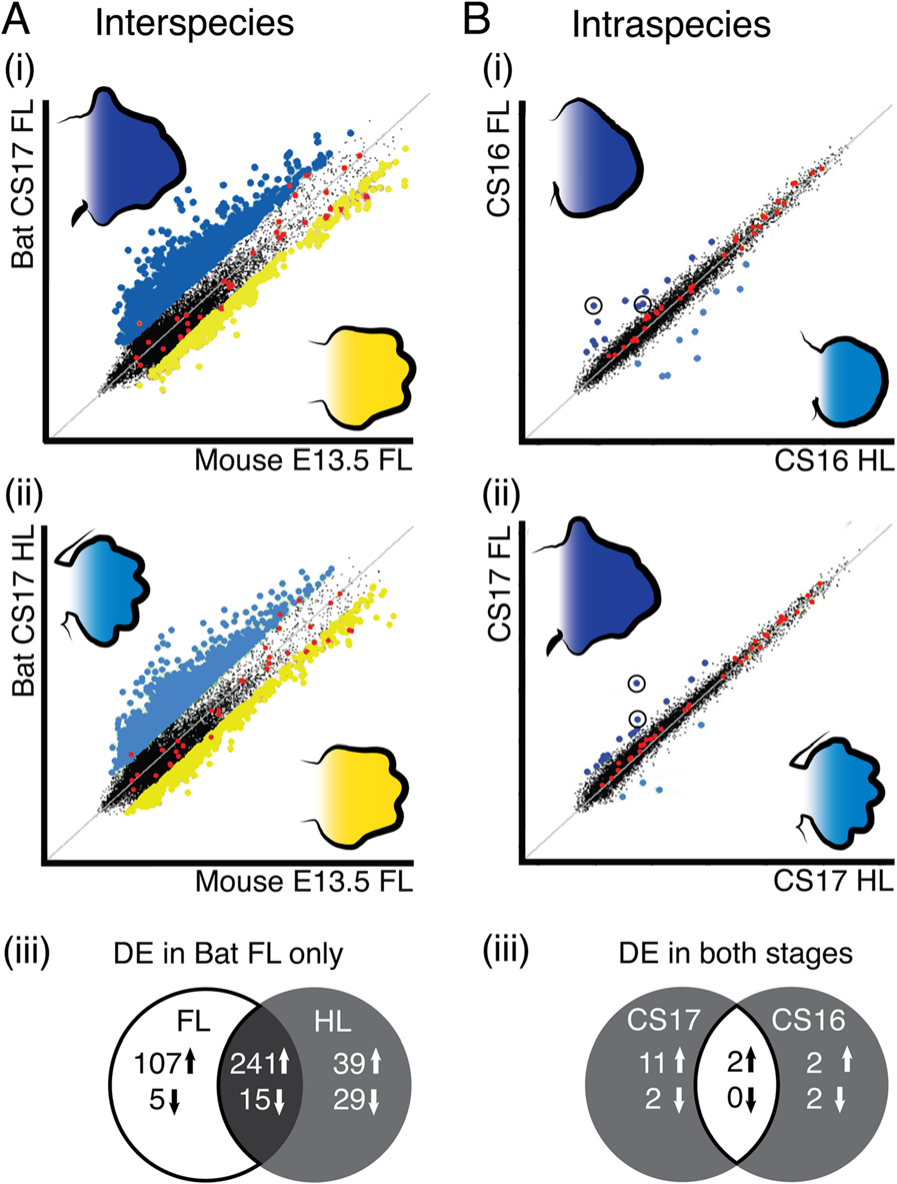
**A microarray comparison of bat forelimb and hindlimb autopod transcript abundance with the mouse forelimb. (A)** Two direct analyses between the array signal from (i) CS17 bat (blue) forelimb (FL) and the mouse (yellow) FL and (ii) CS17 bat hindlimb (HL) and the mouse FL revealed many genes that were significantly differentially expressed (DE). (iii) Commonly DE genes were removed from these lists to identify 112 genes that were uniquely DE between the CS17 FL and the mouse FL. **(B)** Two indirect analyses comparing the bat FL and HL at stages (i) CS16 and (ii) CS17 revealed few differences between the array signal of these limb types. *Hoxd11* and *Meis2* (circled) were identified as highly DE in these comparisons. (iii) Commonly DE genes were found by comparing gene lists using a fold change (FC) filter of either FC > 2 (interspecies) or FC > 1.5 (intraspecies) and a cut-off value of *q* < 0.01.

In contrast to the interspecies analysis, far fewer genes were DE in the intraspecies comparison (Figure 1B (i) and (ii)). 

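Log2 differences between the FL and HL of the bat were much smaller than the log2 ratios to the mouse FL pool. Those ratios also hold effects of pool, dye and probes that both limbs share, so the sizes do not compare expression alone. The median size of the log2 difference between limbs was 0.11 at CS17 and 0.09 at CS16, with a median standard error of 0.12 (n = 4 embryos per stage). At CS17, 95% of the features differed by less than 0.37, and at CS16 by less than 0.30. With an adjusted p under 0.05 from limma, 1 feature differed at CS17 (higher in the FL) and 0 differed at CS16, where the smallest adjusted p was 0.597. An unadjusted p under 0.05 was reached by 1159 features at CS17, 905 higher and 254 lower in the FL. At CS16 it was reached by 634 features, 359 higher and 275 lower, and chance alone would give 633 on average, with a spread not measured here. Without CS17 HL replicate 4, left out after the data were seen, 608 features reached it at CS17, 388 higher and 220 lower. Centring each array on its median gave 677 higher and 424 lower at CS17 but turned the split at CS16 to 218 higher and 456 lower. Quantile normalization gave 682 higher and 659 lower at CS17, and 13 and 32 features had an adjusted p under 0.05 with no replicate block and among the 5200 most variable features.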

Only 15 genes were significantly DE (FC > 1.5, *q* < 0.01) when comparing the bat FL to the HL at CS17 and only six at CS16 (Figure 1B (iii), Additional file 1: Table S7). 

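With a fold above 1.5 and an adjusted p under 0.01 from limma, 1 feature was higher in the FL than in the HL at CS17 and 0 features differed at CS16. By fold alone, 78 features passed at CS17, 72 higher and 6 lower in the FL. At CS16 there were 28, of which 12 were higher and 16 lower. In data simulated on the CS17 comparison with 200 features changed at once, 97.0% of those changed by 2-fold were called at these thresholds. A change of 1.5-fold lies at the fold minimum itself, so no share is given for it. So many changed features ease the adjustment of p, so the 97.0% does not carry over to data with few differences. Feature 812, with a fold of 2.33 at CS17, had an adjusted p of 0.239 from limma and was not called. Among the 5200 most variable features, 9 were called at CS17, 8 higher and 1 lower in the FL, and 5 at CS16, 2 higher and 3 lower. Table S7 of the paper marks 23 probes as significant for CS17, at either of its levels, and the folds of 21 of them matched exactly 1 feature. All 21 matched features had an unadjusted p under 0.05, 1 had an adjusted p under 0.05 over all features, and 21 had one when adjusted over the list alone. For CS16 it marks 6 probes, all 6 matched features had an unadjusted p under 0.05, 0 passed over all features and 6 passed adjusted over the list alone. The study chose these probes on the same samples, so the list is not independent evidence.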

Two genes were upregulated at both developmental stages and were significantly DE across all comparisons. 

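Features 24123 and 812 were the only 2 of the 12656 with a mean fold above 1.5 in the same direction at CS16 and CS17, and both were higher in the FL. With the adjusted p under 0.01 from limma added, 0 features passed at both stages, and among the 5200 most variable features 1 did, feature 24123. An unadjusted p under 0.05 at both stages was reached in the same direction by 36 features and in opposite directions by 77. Independent stages with even directions would give 29.0 of each. The stages share 1 estimate of the spread per feature and their directions were uneven, so the 29.0 is not a measure of chance here. The limb differences of the stages had the same sign at 48.7% of the features and correlated at -0.140 across features, which are not independent replicates. The limb difference itself changed between the stages at 0 features with an adjusted p under 0.05 from limma, the smallest being 0.218, and 1014 features had an unadjusted p under 0.05. Among the 5200 most variable features, 34 passed. From the pair of genes called at both stages, the paper selects Meis2 for further study.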

The most significantly DE gene corresponded to an unannotated probe (M400017713) that mapped upstream of the mouse *Meis2* gene locus, while the second probe mapped to the *homeobox D11* (*Hoxd11*) locus. 

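Feature 24123 had the smallest p and the largest difference between FL and HL at CS17, 2.18 on the log2 scale (standard error 0.18, adjusted p = 3.02e-04 from limma), a fold of 4.53. It was higher in the FL in 4 of 4 embryos, by 1.78 to 2.66. At CS16 the difference was 0.95 (standard error 0.18, adjusted p = 0.621 from limma), higher in the FL in 4 of 4 embryos. At each stage the exact sign-flip test gave p = 0.125 and the unpaired exact permutation test p = 0.0286, both two-sided and the smallest that 4 pairs allow. The difference between stages was 1.24 (standard error 0.25, adjusted p = 0.242 from limma, and 0.0036 among the 5200 most variable features). Against the mouse FL, its log2 ratio was 3.31 ± 0.20 (SD, n = 4) in the CS17 FL, 1.13 ± 0.34 (SD, n = 4) in the CS17 HL, 2.10 ± 0.42 (SD, n = 4) in the CS16 FL and 1.16 ± 0.23 (SD, n = 4) in the CS16 HL. Its folds of 1.93 and 4.53 between limbs at CS16 and CS17 and of 9.91 for the CS17 FL over the mouse equal, within 0.05, the paper's values in Table S7 for M400017713, which are 1.9, 4.5 and 9.9. The value table gives the feature no probe name. Feature 812 had the next largest difference at CS17, 1.22 (standard error 0.22, adjusted p = 0.239 from limma), higher in the FL in 4 of 4 embryos. At CS16 it was 0.84 (standard error 0.22, adjusted p = 0.850 from limma), again in 4 of 4 embryos. Among the 5200 most variable features its adjusted p at CS17 was 7.28e-07 from limma, and with no replicate block it was 0.0147. Limb differences themselves help a feature into that set, and its standard error there is common to all features. The p-values from that set are therefore not separate support. The folds of feature 812, 1.79, 2.33 and 1.74 in the same 3 comparisons, equal, within 0.05, the paper's values in Table S7 for M200002041, which are 1.8, 2.3 and 1.7. Both features were chosen after their values were seen.

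**Figure D1:**
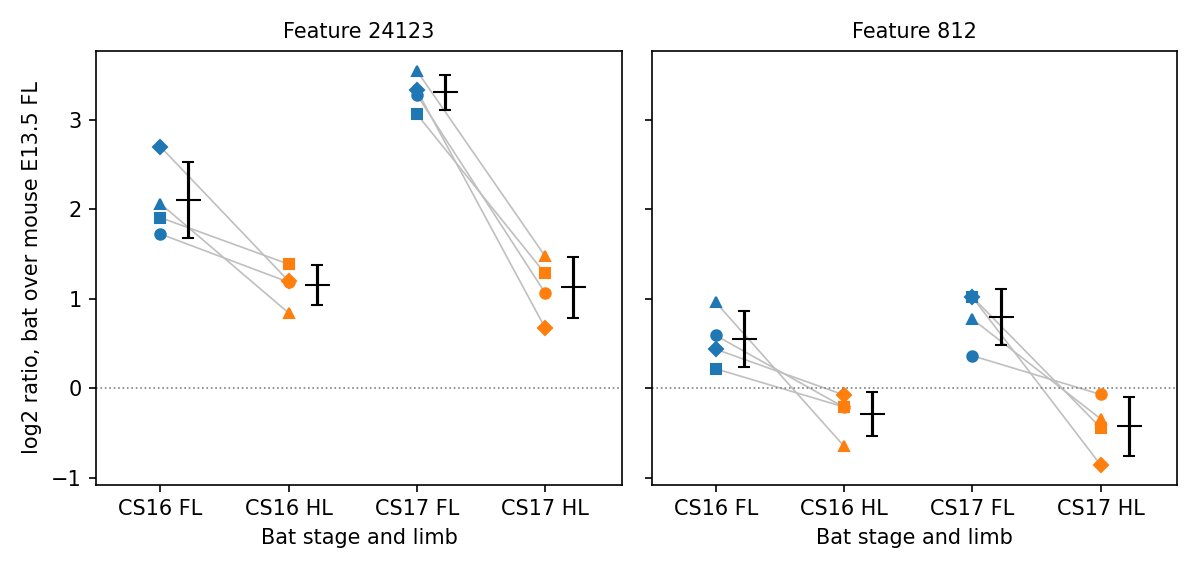
Log2 ratio of bat over mouse E13.5 FL (vertical axis) for features 24123 and 812 in each bat stage and limb (horizontal axis). Points are single arrays, shaped by replicate and coloured blue for FL and orange for HL, grey lines join the limbs of an embryo, and the bars beside them give the mean and SD (n = 4). The FL lies above the HL in every embryo, and the mean of feature 24123 is 3.31 in the CS17 FL and 1.13 in the CS17 HL.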

Here, we explore the role of *Meis2* in autopod formation.

### The microarray probe M400017713 corresponds to the 5′ UTR of the *Meis2* mRNA transcript

BLASTn analysis of the sequence corresponding to M400017713 had a 100% match to a RIKEN mouse clone AK043601, annotated as a cDNA from a RIKEN, full-length enriched, 10-day neonate cortex library. This small (472bp) cDNA clone ended in a polyadenylated tract, and mapped upstream of the mouse *Meis2* locus in the sense direction. The cDNA was predicted to not encode a protein and we consequently refer to it as a long non-coding *Meis* transcript (*lncMeis2*).

We interrogated FANTOM5 and Genbank databases and performed 5′ and 3′ RACE to validate the presence of this *lncMeis2* RNA transcript. Our analysis [see Additional file 4] reveals that the presence of *lncMeis2* cDNAs in the Genbank databases is a consequence of artificial oligo (dT) priming of internal adenine-rich regions. Our 5′ and 3′ RACE data combined with the FANTOM5 datasets confirm that transcription of the human, mouse and bat *Meis2* transcripts initiates at the same start sites [see Additional file 5: Figure S2]. These analyses indicate that the M400017713 operon probe recognises the 5′ untranslated region (UTR) of the *Meis2* transcript, rather than detecting the presence of a long non-coding RNA transcript (Figure 2). We refer to the M400017713 Operon probe as the 5′-*Meis2* microarray probe henceforth, rather than *lncMeis2*. The microarray probe (M400000987) annotated as *Meis2* mapped to a more 3′ region, within exon 11 (Figure 2), which we refer to as the 3′-*Meis2* microarray probe.

**Figure 2:**
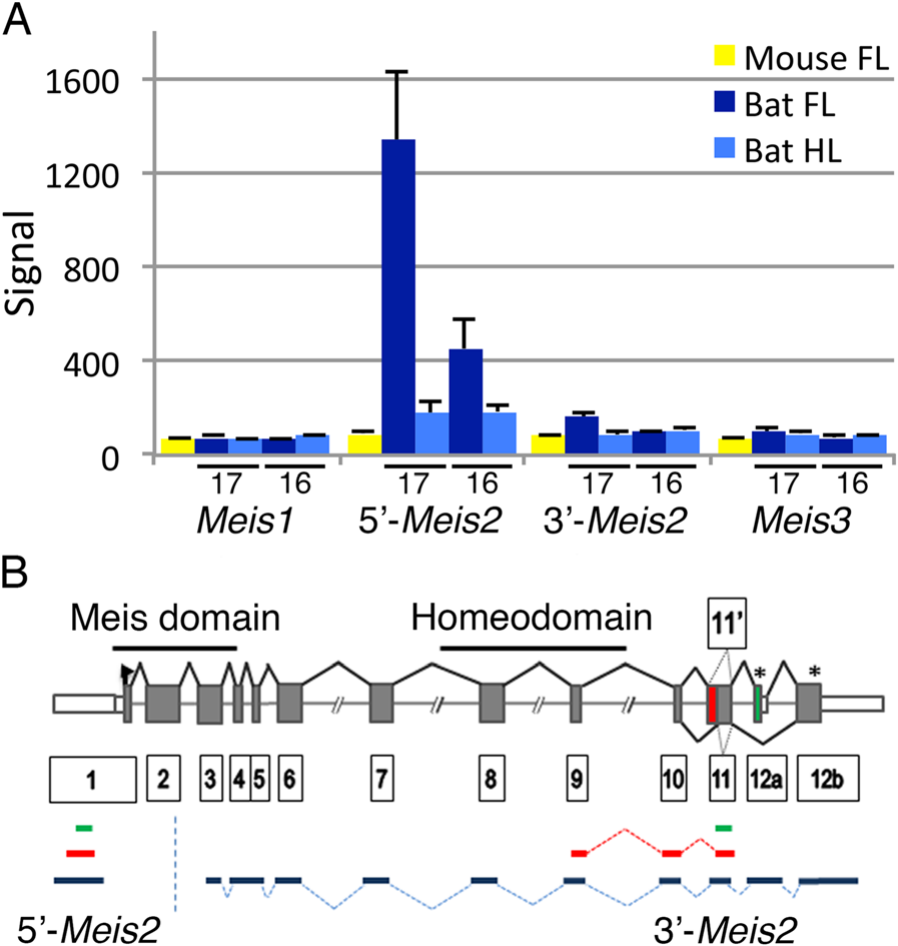
***Meis2*** **expression is upregulated in the bat forelimb as compared to the hindlimb. (A)** A probe that mapped to a region 5′ of the *Meis2* loci (5′-*Meis2*) showed the highest DE in the microarray analysis, with overexpression in the bat CS17 forelimb (FL) in comparison to the hindlimb (HL) and mouse FL. The probe specific to *Meis2* transcripts showed a similar profile of expression but had a lower signal on the array. **(B)** A schematic diagram indicating the conserved intron/exon structure of *Meis2* mRNA transcripts, containing 13 exons (boxed numbers). The regions encoding the Meis domain and homeodomain are indicated. The binding regions of the microarray probes (in green) are shown for *5′-Meis2* and *3′-Meis2*. The position of WISH probes corresponding to *5′-Meis2* and *3′-Meis2* are given in blue, while the targets of the reverse transcriptase and quantitative polymerase chain reaction (RT-qPCR) amplification are shown in red. The alternative spliced exons 11′ and 11, and 12a and 12b are shown in red and green, respectively. The asterisk (*) indicates stop codons and the white boxes represent the untranslated regions (UTRs).

### *Meis2* transcripts are upregulated in developing bat wings

The microarray signal from the 5′-*Meis2* probe was compared alongside that from the 3′-*Meis2* probe, in addition to the signal from the *Meis1* and *Meis3* probes (Figure 2A). The signal from the 5′-*Meis2* probe was higher in the FL of both the CS17 (over sixfold) and CS16 (twofold) bat (Table 1) compared to their HLs and was significantly higher (over ninefold) in the CS17 FL compared to that of the mouse (Table 1, Figure 2A). The 3′-*Meis2* probe was also higher in CS17 FL as compared to the HL (1.4-fold) and the mouse FL (1.5-fold), but these fold changes were modest with the probe having a lower array signal overall. Both mouse probes have high similarity to the bat genomic sequence (96% and 98%, respectively). The array signals from the *Meis1* and *Meis3* probes were low and not significantly different between limb types (Figure 2A). These data correspond with recently published RNA-seq data in the closely related bat species *M. schreibersii* [see Additional file 6: Figure S3] [34,35]. Our analysis of the *M. schreibersii* dataset showed that *Meis2* was the most highly expressed of the three *Meis* genes. Its expression in tissue taken from the anterior and posterior regions of the early limb bud (CS14) corresponds well to the known expression pattern of *Meis2* at early stages. In the pooled CS15-17 bat limbs, *Meis1 and Meis3* have a very low read count in both limb types. In contrast to this, *Meis2* transcripts are abundant in the FL interdigital tissue (digits II to V), while expression is low in FL digit I, FL digits II to V and HL samples [see Additional file 6: Figure S3] [34].

### RT-qPCR validation confirms the upregulation of *Meis2* transcripts in autopods of developing bat forelimbs

We validated the array signal of mRNA transcripts hybridising to either the 5′- or 3′-*Meis2* probes by reverse transcriptase (RT)-qPCR analysis using primers designed to amplify each probe-binding region (Figure 2B). The 5′-*Meis2* and 3′-*Meis2* RT-qPCR reactions gave similar results for CS15 through to CS18 (Table 1, Figure 3). Expression was low in both the CS15 FL and HL. In the FL, expression increased at CS16, peaked at CS17 and dropped slightly at CS18. HL expression remained low throughout development (Figure 3). A large difference between the FL and HL abundance (over fivefold) is seen at CS17 for both probes with moderate differences seen at CS16 (Table 1). These results validate the microarray data and support the finding that *Meis2* is overexpressed in bat FL from developmental stage CS16 onwards as compared to the HL.

**Figure 3:**
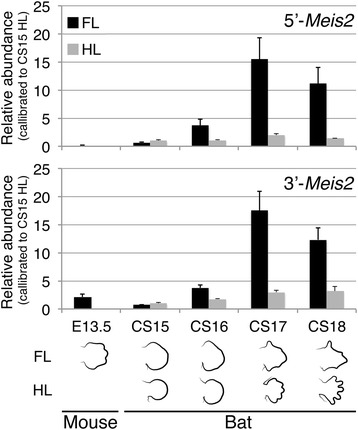
**RT-qPCR products corresponding to** ***Meis2*** **transcripts are elevated in the bat forelimb compared to hindlimb autopods.** The abundance of *Meis2* transcripts was quantified by reverse transcriptase and quantitative polymerase chain reaction (RT-qPCR) in the E13.5 mouse forelimb autopods and in bat forelimb (FL) and hindlimb (HL) autopods from early stages of autopod patterning (CS15) to late stages of autopod differentiation and growth (CS18), using primers designed to either the 5′ region of *Meis2* (*5′-Meis2*) or to the 3′ region of *Meis2* (*3′-Meis2*). *Meis2* transcript abundance was higher in the bat CS17 FL compared to the mouse E13.5 FL, for both primer sets. The transcript abundances of the FL samples were over twofold higher than that of HL from CS16 onwards, with abundance peaking in the CS17 FL. Statistical analyses of these data can be found in the supplementary results.

### Expression of *Meis2* occurs in the interdigits of the mouse autopod and the interdigital webbing of the bat forelimb but is absent from the bat hindlimb

We characterised the expression pattern of *Meis2* in autopods by WISH over sequential stages of autopod development in both mouse (E11.5 to E14.5) and bat (CS15 to CS18) embryos, using WISH probes derived from either the 5′ UTR (*5′-Meis2*) or the *Meis2*-coding region (*3′-Meis2*) (Figure 2B). In the mouse, we confirmed that *Meis2* is expressed in the proximal limb bud region at early stages of limb bud outgrowth (E11.5) (Figure 4A, B). The earliest indication of *Meis2* expression in the distal region of the mouse limb is found in the E12.5 HL, as a distinct comma-shaped region proximal to the presumptive digit rays IV and V (Figure 4F and Additional file 7: Figure S4) (13/15 embryos using the 3′-*Meis2 in situ* probe). This region of expression is not observed in the FL (Figure 4E) and is not evident in later stages of HL development (Figure 4J, N). *Meis2* expression in the interdigital tissue is first seen as a very faint stripe of staining in the E13 FL when viewed frontally [see Additional file 8: Figure S5A]. Expression is clearly visible in the proximal interdigital region of FL and HL autopods in E13.5 embryos (Figure 4I, J, Additional file 8: Figure S5C and J) and is absent from the most distal regions. The restriction of *Meis2* expression to the proximal interdigital tissue of the HL is clearly visible in the E14.5 HL (Figure 4N, Additional file 8: Figure S5J to L).

**Figure 4:**
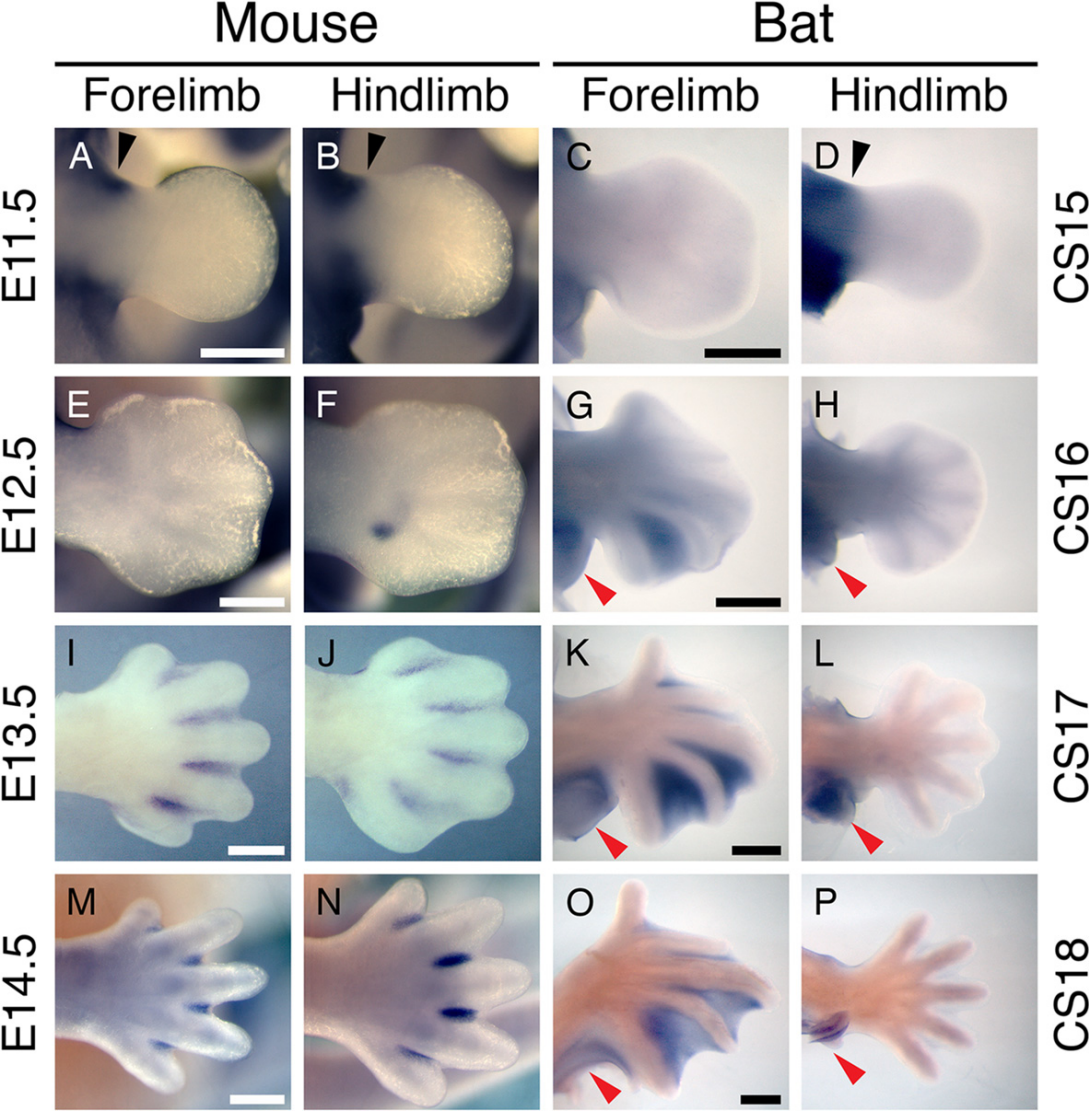
***Meis2*** **transcripts are detectable in the distal autopod domain in mouse and bat limbs.** During early limb development in the mouse, the 3′-*Meis2* WISH probe detects expression in the proximal region of the limb bud (black arrow, **A, B**). A similar pattern can be seen in equivalently staged bat limbs (black arrow, **C**, **D**) and is comparable between forelimbs (FLs) and hindlimbs (HLs). During the early stage of mouse autopod development, *Meis2* is not seen in the FL **(E)**, but a small, comma-shaped domain of expression can be found in the HL **(F)** with this probe. In contrast to this, expression is found in the region between digits IV and V of the bat FL **(G)** and is absent in the HL **(H)**. At later stages of digit formation, *Meis2* can be seen in all of the interdigital regions of both the FL **(I)** and the HL **(J)** of the mouse and the FL of the bat **(K)** but is still absent from the bat HL **(L)**. In the mouse, expression is restricted to the proximal region of the regressing interdigital mesenchyme (**I, J, M** and **N**) but is maintained in the webbing of the bat FL **(O)** while a very faint stripe of expression can be seen in the HL interdigital region **(P)**. It is notable that *Meis2* expression can be found in the FL and HL patagia throughout their development (red arrow in **G, H, K, L, O, P**). Dorsal views of autopods are shown. Scale bars represent 500 μm.

The early expression of *Meis2* in the CS15 bat is comparable to that of the E11.5 mouse, with expression confined to the proximal region of the limb bud (Figure 4C, D). The first evidence of expression of *Meis2* in the bat autopod is in the CS16 FL where a strong domain of expression can be seen in the interdigital region between digits IV and V (Figure 4G). A less intense region of staining is apparent in the interdigital region between digits III and IV, and no expression is evident in interdigital regions I to II or II to III at this stage (Figure 4G). Interestingly, *Meis2* is also strongly expressed in the presumptive plagiopatagium and uropatagium from CS15 onwards (red arrows in Figure 4G, H, K, L, O, P). At later stages, *Meis2* expression is evident in all interdigital tissues of the FL, with a strong proximal bias (Figure 4K, O). The ‘comma-shaped’ domain of expression observed in the mouse HL is not found in the HL of any bat embryos (Figure 4H and Additional file 9: Figure S6). Although *Meis2* expression is undetectable in CS15 to CS17 HLs, we could detect a faint line interdigital expression in CS18 HL autopods (Figures 4P).

WISH using the 5′- and 3′-*Meis2* probes gave similar results, except in mouse HLs where only the 3′-probe detected the aforementioned ‘comma-shaped’ domain [see Additional file 9: Figure S6 and Additional file 10: Figure S7]. This could be due to variation in the sensitivity of the different-sized probes or a difference among the 5′ UTR of *Meis2* transcripts for this domain.

### *Meis2* transcripts are expressed in the absence of RA signalling in the interdigital tissue of *Rdh10* mutants

Our discovery of *Meis2* expression in the interdigital tissue of the developing mouse and bat gave us the opportunity to test the dependence of its expression on RA signalling and examine the role of RA signalling in shaping the bat FL autopod with its retained interdigital membranes.

We first examined the expression of *Meis2* and *Rarβ* in the limbs of the *Rdh10*^*trex/trex*^ mouse. *Rarβ* expression is directly induced by RA [36] and plays a role in RA-induced interdigital tissue loss [17,18]. In E14.5 mouse embryos, *Rarβ* is expressed at the digit-interdigit junction in wildtype embryos but is missing in *Rdh10*^*trex/trex*^ mutants (Figure 5A, C), demonstrating the absence of active limb RA signalling in *Rdh10*^*trex/trex*^ mutants. Despite the lack of RA signalling, *Meis2* is still strongly expressed throughout the retained interdigital tissue of the *Rdh10* mutant hindlimb autopod indicating that *Meis2* expression does not rely on RA signalling in this domain (Figure 5B, D).

**Figure 5:**
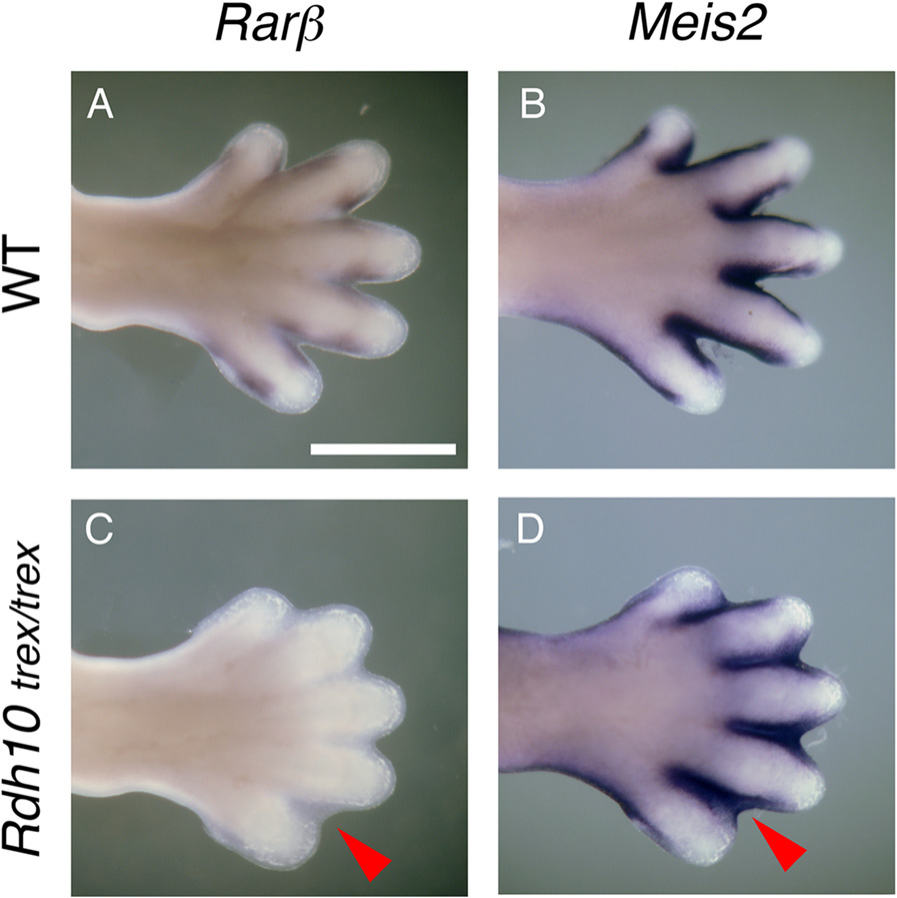
***Meis2*** **is expressed independently of RA signalling in the interdigital tissue of the mouse.** In the wildtype (WT) E14.5 mouse, *Rarβ* and *Meis2* expression can be seen in the intra-digit junction **(A)** and tissue surrounding the digits **(B)** of the HL, respectively. RA signalling is absent in the mouse *Rdh10* ^*trex/trex*^ mutant as evidenced by the lack of *Rarβ* expression in the retained interdigital webbing of the HL **(C)**. *Meis2* is still expressed in this region **(D)**, indicating that its expression is not dependent on RA signalling. Dorsal views of autopods are shown. Scale bar represent 500 μm.

### Retention of interdigital webbing in the bat forelimb is not a consequence of diminished RA signalling

In mice, interdigital RA signalling plays a role in apoptotic events that result in freely separated digits [15,19,37]. We used a combination of our microarray expression dataset and *in situ* hybridisation studies to investigate whether retention of the interdigital membrane in the bat FL autopod was linked to downregulation of RA signalling in comparison to the bat HL and mouse FL.

An analysis of the microarray data shows that there is no significant difference in the abundance of mRNA transcripts for the key RA-signalling genes between bat FL and HL autopods [see Additional file 10: Figure S7]. The *Rdh10*, *Aldh1a2* and *Cyp26b1* genes, which encode enzymes that perform the entirety of RA synthesis and degradation in the mouse limb [9,11,15,20], have signals that are similar among all limb types. *Rarβ* plays a predominant role in limb RA signal transduction in the interdigital region and also showed very little signal differences across limb types [see Additional file 10: Figure S7A].

Although these data indicate that the transcript levels for these enzymes are similar in the bat FL and HL, and mouse FL autopods, we performed WISH to examine whether their spatial expression patterns differed during the stages of interdigital regression. Expression of genes involved in RA synthesis, degradation and signalling in the bat CS17 FL and HL as compared to those of the E13.5 mouse confirms that this pathway is active in the FL and the HL interdigital tissue of both mammals. In the mouse FL, expression of RA synthesising genes (*Rdh10*, Figure 6A, B and *Aldh1a2*, Figure 6E, F) is restricted to the interdigital tissue with an absence of *Rdh10* expression at the distal boundary. The RA-degrading enzyme *Cyp26b1* is expressed strongly in the digits (strongest in digit I) and weakly in the interdigital tissue at E13.5 (Figure 6I, J), becoming restricted to the digit tips at E14.5 (Figure 6K, L). *Rarβ* is similar to *Rdh10* and is restricted to the more proximal regions of the interditigal tissue and the posterior necrotic zone adjacent to digit V in E13.5 embryos (Figure 6M, N). In the bat, intense *Rdh10* expression is seen surrounding all the FL and HL digits with more diffuse expression evident in all interdigital regions (Figure 6Q, R). This concentrated *Rdh10* expression, adjacent to the digit rays, can be seen in later stages of development in mouse autopods (Figure 6C, D). *Aldh1a2* follows this pattern in the HL (Figure 6V); it is notable that *Aldh1a2* expression is absent in the regions adjacent to digits I and II of the FL (Figure 6U). This agrees with our analysis of the Wang *et al.* [34] RNA-seq data which showed threefold lower expression of *Aldh1a2* in digit I (FI) compared to digits II to V (FD) and sixfold lower expression in interdigital I to II (FW) compared to interdigital II to V (FF) in pooled CS15-CS17 FL *M. schreibersii* autopods [see Additional file 11: Figure S8B]. *Cyp26b1* is expressed in the tips of the FL digits with the weakest expression in digits II and III (Figure 6Y, AA). *Cyp26b1* is also expressed in the interdigital tissue and the extending tip of the plagiopatagium alongside digit V of the bat FL (Figure 6Y, AA). The expression of *Cyp26b1* in the bat HL appears more prominent and is strongest in the tendons and digit tips, with diffuse expression in the regressing interdigital tissue (Figure 6Z, AB). Expression of *Cyp26b1* is also evident in the uropatagium adjacent to digit V (Figure 6Z, AB). *Rarβ* is expressed throughout the interdigital tissue of both the bat FL and HL (Figure 6AC, AD), with stronger proximal expression. It is interesting to note that *Rarβ* is also expressed in the plagio- and uropatagium, in a broader domain than *Cyp26b1* (red arrow in Figure 6AC, AD, AE, AF).

**Figure 6:**
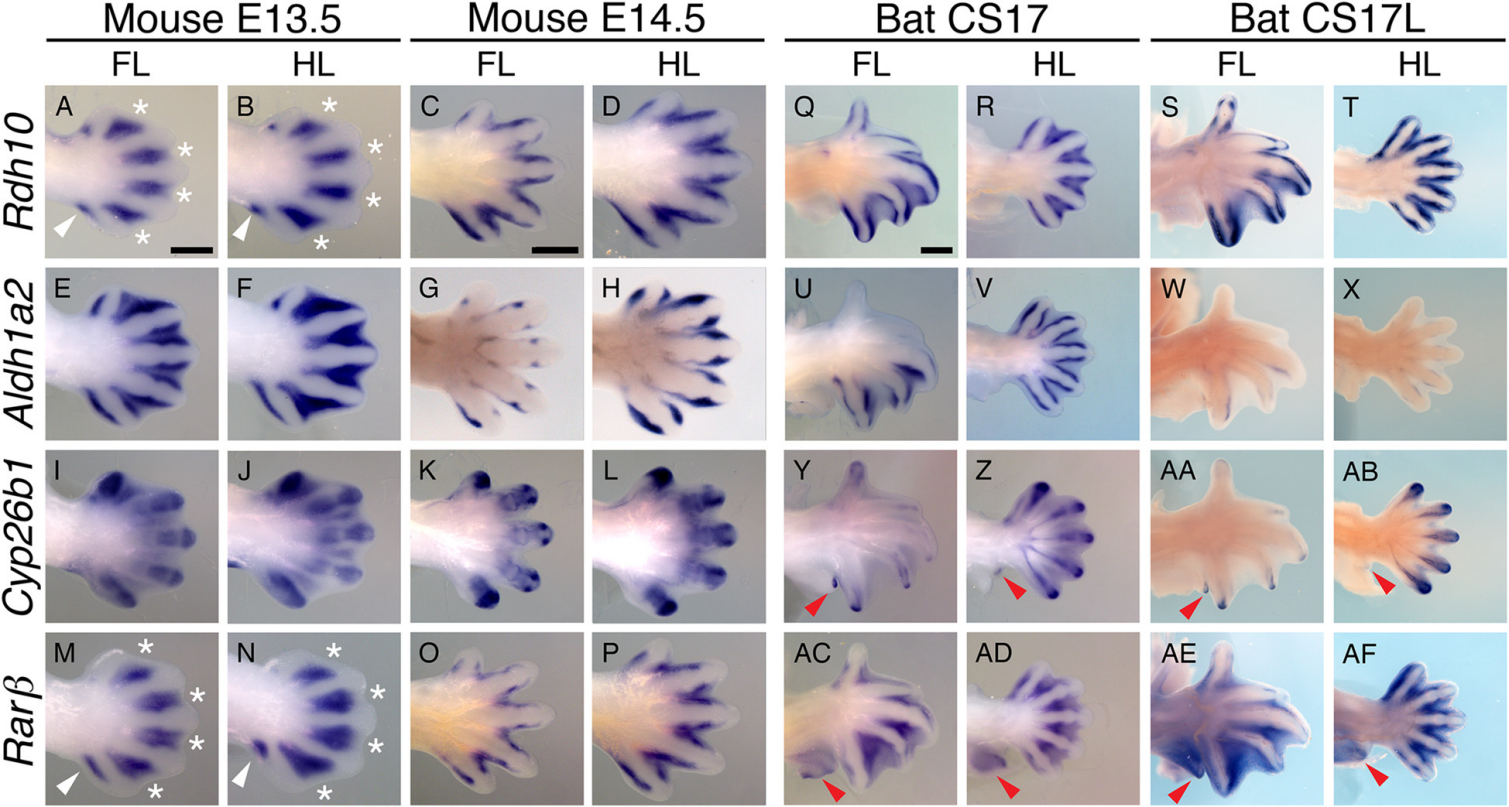
**RA signalling is active in the interdigital region of bat forelimb and hindlimb autopods.** Expression of genes involved in retinoic acid (RA) synthesis, degradation and signalling in the bat CS17 and CS17L as compared to those of the E13.5 and E14.5 mouse indicate that this pathway is active in both the FL and the HL interdigital tissue of these mammals. *Rarβ* and *Rdh10* expression in the mouse limbs **(A, B, C, D** and **M, N, O, P)** is not visible in the distal interdigital region (white asterisk) and is concentrated in the proximal posterior necrotic zone (white arrows). In bat limbs, *Rdh10* **(Q, R, S, T)** and *Aldh1a2* **(U, V, W, X)** are expressed in the region bordering the developing digits, as well as being weakly expressed in the interdigital tissue. In contrast, *Aldh1a2* is expressed in the interdigital tissue with a distal concentration gradient in mouse FL and HL at E13.5 **(E, F)**. This expression is restricted to tissue flanking the distal digit rays by E14.5 **(G, H)**. In both the mouse and the bat limbs, *Cyp26b1* **(I, J, K, L** and **Y, Z, AA, AB)** is expressed in the developing digital rays and is highest at the tips of the digits. In bat, *Cyp26b1* (Y, Z, AA, AB) is also weakly expressed in the interdigital tissue. Red arrows indicate *Cyp26b1* (Y, Z, AA, AB) and *Rarβ* **(AC, AD, AE, AF)** expression in the patagia. Dorsal views of autopods are shown. Scale bars represent 500 μm.

## Discussion

In this paper, we describe a novel, RA-independent expression domain for the transcription factor *Meis2* in interdigital tissue during mouse and bat embryonic limb development. The expression of *Meis1/2* in the proximal limb during early limb bud outgrowth has been described in several vertebrates including zebrafish, urodele, chick and mouse embryos [1,2,38-44]. Consistent with these reports, we show that early *Meis2* expression in the proximal limb mesenchyme of Natal long-fingered bat (*M. natalensis)* embryos appears to be conserved, resembling that of the mouse. Additionally, we show that *Meis2* has a second phase of expression in the autopod later in limb development. *Meis2* expression is robustly upregulated in *M. natalensis* CS16 and CS17 FL autopods compared to HL autopods. Furthermore, *Meis2* transcripts are expressed in the interdigital tissue of mouse FL and HL autopods, prior to tissue regression.

*Meis2* is conventionally described in terms of its role in specifying the proximal limb, that is the stylopod [3,6,7]. The proposed dependence of *Meis1* and *Meis2* on RA signalling from the embryonic flank is an important component of this two-signal model of proximal-distal patterning [4,5]. However, the role of RA signalling in this model has been challenged. Genetic loss-of-function experiments show that expression of *Meis1/2* expression is maintained in the limbs of *Raldh2*^−/−^, *Raldh3*^−/−^ and *Rdh10*^*trex/trex*^ mouse embryos, and even in *Rdh10*^*trex/trex*^ embryos treated with a retinoic acid receptor (RAR) antagonist [14-16]. These mutants show no endogenous limb-field RA signalling as indicated by a *retinoic acid responsive element-β-galactosidase* (*RARE-lacZ*) transgenic reporter, shown to be sensitive to 0.25 nM RA [16]. Although these studies show that RA signalling is required for mouse FL bud initiation, as evidenced by stunted FL buds, RA is not required for HL bud initiation or proximal expression of *Meis1/2* in either the FL or HL [14,16,45]. We show that *Meis2* is expressed in the interdigital membrane of *Rdh10*^*trex/trex*^ mice, despite an absence of RA signalling (clear from the prominent syndactyly defect and lack of RARE-lacZ activation/expression [15]). This observation is consistent with a model of limb patterning in which the expression of *Meis2* does not require RA signalling.

A role for *Meis2* in shaping autopods has not been previously considered; we do so in the context of RA signalling and interdigital apoptosis. RA signalling is known to play an important role in autopod patterning by regulating the expression of genes that activate cell death and inhibit cell differentiation in the interdigital regions, as well as controlling tissue specification events at the digit-interdigit junction [15,19,37]. Mutants that are deficient in RA signalling display syndactyly [46] raising the possibility that diminished RA signalling in the bat FL might explain the retention of the interdigital membrane. We show that this not the case. An analysis of mRNA expression data from microarrays (this study), as well as recently published RNA-seq datasets [34], did not identify any significant differences in the expression of key enzymes in the RA synthesis pathway (*Rdh10*, *Raldh2* and *Cyp26b1*) in bat FL autopods compared to HL autopods*.* Furthermore, *in situ* hybridisation analysis shows that the RA-responsive gene, *Rarβ*, is expressed in the interdigital tissue of bat FL and HL autopods, as well as in the plagiopatagium and uropatagium, suggesting that RA signalling is active in these tissues. Therefore, a loss of RA signalling does not explain the phenotype of retained interdigital webbing phenotype in the bat FL autopod.

It is possible that the bat FL lacks the downstream response to RA signalling required for complete removal of interdigital tissue. Another possibility is that RA signalling in the bat FL is modulated, allowing the thinning but not the complete removal of the bat wing interdigital membranes. RA signalling is known to activate BMP-mediated cell death in the mouse limb interdigital region [37]. However, this appears to be limited in the bat by the expression of *Gremlin* (a BMP antagonist) in the FL at CS16 and CS17, *Msh homeobox 1* (*Msx1*) and *Msh homeobox 2* (*Msx2*) (apoptosis markers) are still expressed [23]. Also, expression of *fibroblast growth factor 8* (*Fgf8*) in the interdigital mesenchyme of the bat CS16 and CS17 FL likely limits distal apoptosis and prevents the ingression of interdigital tissue adjacent to digits II to V. This hypothesis is supported by experiments showing that inhibition of FGF in the bat FL (using a bead soaked in the FGF inhibitor SU5402) alongside the addition of ectopic BMP causes increased cell death in interdigital regions [23]. Thus, while RA-mediated apoptosis is likely occurring in the bat interdigital membranes, this process appears to be modulated by the presence of *Gremlin* and *Fgf8* in the FL, resulting in the thinning of the interdigital tissue rather than the complete regression of the membranes.

In both the mouse and bat autopod, *Meis2* may mark the regions of interdigital tissue that are retained as a proliferating pool of cells that feed digit development. In the mouse, *Meis2* is predominantly expressed in the more proximal interdigital regions, which undergo thinning, but do not appear to regress [47,48]. This observation fits the differential growth model of autopod formation whereby the distal regions of the interdigital tissue undergo massive apoptosis [47-49]. These distal regions are made up of cells that have previously received FGF signals from the AER and subsequently undergo apoptosis due to a loss of this signalling [47-49]. The digit regions, over which FGF signals are maintained, proliferate, extending distally at a faster rate than that of the interdigital regions. *Meis2* may play a role in the survival of the regions of interdigital tissue that are retained during this process.

This proposal is consistent with our observations in the bat. The pattern of *Meis2* expression in the FL autopod (hand plate), and lack of expression in the HL autopod (footplate), is associated with digit and interdigital tissue outgrowth, rather than interdigital regression. *Meis2* expression in the bat hand plate first appears at CS16 between digits IV and V. This region of the hand plate undergoes a rapid expansion at this stage of development [24,25]. In the Carollia stage 16 late (CS16L) hand plate, *Meis2* expression expands to the tissue between digital rays II to V. The interdigital tissue between the thumb and digit II recedes by stage CS17, while the tissue between the digits II and V persists to form the chiropatagium (wing membrane) that extends distally as digits II to V grow out rapidly. These observations extend to other bat species. *Meis2* transcripts are abundantly expressed in the interdigital tissue of FL digits II to V, but not in the HLs for stages CS15L-CS19 in *M. schreibersii* embryos [34,50]. Elevated expression of *Meis2* has also been noted in tissue taken from FL digits and interdigital tissue (II to V) compared to FL digit I or the HL (digits I to V) at the later (fetal) stages in *Myotis ricketti* and *Hipposideros armiger* [51]. Therefore, it appears that the expression of *Meis2* coincides with the thinning and growth of the interdigital tissue into expansive webbing, a process that begins during autopod formation and continues throughout fetal development [25]. *Meis2* expression may mark and determine the fate of this region by keeping these cells in a proliferating, undifferentiated state, similar to the role of *Meis1/2* in retinal progenitor cells [52].

## Conclusions

In the developing bat forelimb, there is a rapid growth and elongation of digits II to V and their associated patagia; these processes contrast greatly with what is occurring in the hindlimb where digits I to V remain shortened and become free. The expression of *Meis2* transcripts in the developing bat hand plate corresponded to these processes and is consistent with an important role for *Meis2* in stimulating both the outgrowth of digits II to V and the expansion of the chiropatagium in the bat. Furthermore, expression of *Meis2* in developing mouse FL and HL autopods may play a similar, albeit less dramatic, part in sculpturing the tetrapod hand and foot, by maintaining a pool of proliferating interdigital cells that stimulates digit outgrowth. We have shown that these functions of *Meis2* in the autopod operate independently of RA signalling.

## Additional files

Additional file 1: Table S1. Summary of experimental samples. The average and standard deviation of measurements for each staging group are given. **Table S2.** We used a BLAST analysis to find the top hit for each gene ID in the Wang *et al.* [34] dataset, using an Ensembl mouse transcript as the query. **Table S3.** Primers used to characterise *Meis2* transcripts. **Table S4.** PCR cycling conditions for 5′ and 3′ RACE. **Table S5.** Summary of RT-qPCR gene targets with accession numbers for transcripts, amplicon sizes and target region, intron size and the efficiencies (E) and standard error of the mean (s.e.m). **Table S6.** Summary of primers used to generate WISH probes Accession numbers or references for probes are given where relevant. **Table S7.** Top differentially expressed genes that were over- or under-expressed in the comparisons. Gene names denoted with a dagger (†) indicate that probes were annotated by Blat analysis. Percentage similarity (%) gives the OPERON probe sequence similarity to that of the bat (*Myotis lucifugus*). Asterisk indicates when comparisons are significantly different (**P* < 0.05, ***P* < 0.01). **Table S8.** Summary of 5′ start site of EST clones that match AK043601, relative to *Homo sapiens* chromosome 15. **Table S9.** Summary of start sites from *lncMeis2* 5′ RACE reactions, mapped to chromosome 15 on the *H. sapiens* GRCH37 assembly. **Table S10.** Summary of termination sites from *lncMeis2* 3′ RACE reactions, mapped to chromosome 2 of the *M. musculus* GRCm38 assembly, contig GL429805 of the *M. lucifugus* Myoluc2.0 assembly and chromosome 15 of the *H. sapiens* GRCH37 assembly. **Table S11.** Summary of start sites of *Meis2* 5′ RACE reactions mapped to contig GL429805 of the *M. lucifugus* Myoluc2.0 assembly, chromosome 2 of the *M. musculus* GRCm38 assembly and chromosome 15 of the *H. sapiens* GRCH37 assembly. **Table S12.** Genbank Accession numbers for the *Meis2* overlap clones. Additional file 2: Figure S1. Summary of the positions of each RACE primer and PCR product relative to the bat *Meis2* locus. The red blocks indicate the different bat EST clone boundaries corresponding to the different 5′ and 3′ RACE and PCR reactions. The green arrows represent the 3′ RACE primers and the blue arrows represent the 5′ RACE primers. The position of polyA tracts on the mRNA and genome template are indicated by black arrows. Primers used in a standard PCR reaction to amplify cDNA synthesised with random hexamers, over these polyA tracts, are shown with yellow arrows. The presence of a polyadenylation-recognition sequence (AAAUAAA), 16 nucleotides from the polyA tail, is shown. The polyA tracts are present in the genome *Meis2* contig and are not preceded by a polyadenylation-recognition sequence. Additional file descriptions text (including details of how to view the file, if it is in a non-standard format). Additional file 3:
**Supplementary Methods.** Additional information on experimental conditions for 5′ and 3′ RACE reactions to map *Meis2* transcripts and high fidelity PCR. Additional file 4:
**Supplementary Results.** Analysis showing that the microarray probe M400017713 corresponds to the 5′ UTR of *Meis2* transcripts and statistical analysis of relative qPCR data for *5′-Meis2* and *3′-Meis2*. Additional file 5: Figure S2. Histogram and screen-shot. Histogram (A) summarises the frequency of the 5′ boundaries of mouse and human ESTs that match *lncMeis2*, relative to 5′ RACE results from mouse and bat limb and head cDNA mapped to the strand of human chromosome chr15:37392600-37392800. A screen-shot (B) summarises the distribution of human and mouse Fantom5 CAGE tags that map to the equivalent region on the Zenbu browser, confirming that this region corresponds to the major TSS for *Meis2*. Additional file 6: Figure S3. RNA-seq reads for *Meis2*. RNA-seq reads from (A) CS14 forelimb anterior, medial and posterior (A, M and P, respectively) and their corresponding hindlimb regions show that the expressions of the *Meis* genes are highest in the hindlimb corresponding to the anterior and posterior limb bud region, with *Meis2* being the most predominantly expressed transcript. The *Meis2* transcript was also the most abundant *Meis* transcript in the (B) pooled CS15-CS17 limb samples that compared expression among digit and interdigit regions of the forelimb (FL) and the hindlimb (HL). The FL tissues were separated into the anterior portion (I) containing either digit I or the adjacent interdigit and the posterior portion (II to V) containing digits II to V or the corresponding interdigits. The highest expression was found in the forelimb posterior interdigits (FL (II to V)), with lowered expression occurring in the digits of FL (I), FL (II to V), interdigits FL (I) and the digits and interdigits of the hindlimb. Data sourced from Wang *et al.* [34]. Additional file 7: Figure S4. The 3′-*Meis in situ* probe in the mouse HL detects a distinct ‘comma-shaped’ domain of expression during early autopod formation. Lateral (A, B), rostral (C) and ventral (D) views of whole E12.5 and E13.0 embryos show the full extent of 3′-*Meis2* probe signal with the distinct footplate signal occurring in both left and right limbs (white arrows A, B and C). A high-magnification image of the footplate at E12.5 and E13.0 shows the full extent of this staining before it is lost at E13.5. Additional file 8: Figure S5. Hybridisation of the 3′-*Meis2* probe in the developing mouse autopod is limited to interdigital tissue that is retained. A time series of the expression in both the forelimb and the hindlimb indicates that *Meis2* is expressed in both the dorsal and ventral surface of the autopod, in the region of the interdigits, over the period of interdigital thinning. A schematic of the staining over these stages gives an indication of the growth of the autopod and the regression of the interdigital tissue during this time. Dorsal views of autopods are shown. Scale bar represents 500 μm. Additional file 9: Figure S6.
*Meis2* expression in developing bat limbs showing the biological repeats that were performed with both the 5′-*Meis2* and the 3′-*Meis2 in situ* probes. Dorsal views of autopods are shown. Scale bars represent 500 μm. Additional file 10: Figure S7.
*Meis2* expression in developing mouse limbs indicates that there are few differences in signal between the *5′*-*Meis2* and the *3′*-*Meis2 in situ* probes. Both probes show proximal expression in the developing FL and HL limb buds at E11.5 (A, B, C, D). The E12.5 autopods do not show any signal for the *5′-Meis2* probe (E, G) but a small comma-shaped domain of expression is seen in the HL with the *3′-Meis2* probe (H). However, during later stages of development (E13.5 and E14.5), both probes detect the same spatial expression pattern. *Meis2* is expressed in the interdigital regions and is maintained in the proximal region of the interdigital tissue as regression occurs. Dorsal views of autopods are shown. Additional file 11: Figure S8. RA synthesis, degradation and signalling data (A) The expression of genes involved in RA synthesis, degradation and signalling were not significantly differentially expressed in microarray analyses comparing E13.5 mouse FL, CS16 and CS17 *M. natalensis* FL and HL. (B) Analysis of RNA-seq data from pooled CS15-CS17 *M. schreibersii* FL and HL samples. The FL tissues were separated into the anterior portion (I) containing either digit I and the adjacent interdigit or the posterior portion (II to V) containing digits II to V and the corresponding interdigits. Data sourced from Wang *et al.* [34].

## Abbreviations

AER: apical ectodermal ridge
*Aldh1a2/Raldh2*: *retinaldehyde dehydrogenase 2*
aRNA: amplified RNA
cDNA: coding transcript sequence
CS15: Carollia stage 15
CS16: Carollia stage 16
CS16L: Carollia stage 16 late
CS17: Carollia stage 17
CS18: Carollia stage 18
*Cyp26b1*: *cytochrome P450* RA-degrading enzyme
DE: differentially expressed
E13.5: mouse embryo 13.5 days
FC: fold change
FGF: fibroblast growth factor
*Fgf8*: *fibroblast growth factor 8*
FL: forelimb
GSP: gene-specific primer
HL: hindlimb
*Hoxa11*: *homeobox A11*
*Hoxa13*: *homeobox A13*
*Hoxd11*: *homeobox D11*
*M. natalensis*: *Miniopterus natalensis*
*M. schreibersii*: *Miniopterus schreibersii*
*Meis1*: *Meis homeobox 1*
*Meis2*: *Meis homeobox 2*
MIQE: Minimum Information for Publication of Quantitative Real-Time PCR Experiments
*Msx1*: *Msh homeobox 1*
*Msx2*: *Msh homeobox 2*
NBT-BCIP: nitro-blue tetrazolium and 5-bromo-4-chloro-3′-indolyphosphate solution
P-D: proximal-distal
RA: retinoic acid
RACE: Rapid Amplification of cDNA Ends
RAR: retinoic acid receptor
*RARE-lacZ*: *retinoic acid responsive element-β-galactosidase*
*RARβ*: *retinoic acid receptor, beta*
*Rdh10*: *retinol dehydrogenase 10*
RT-qPCR: reverse transcriptase and quantitative polymerase chain reaction
TALE: three amino-acid loop extension
UTR: untranslated region
WISH: whole mount *in situ* hybridisation

# Supplementary material for: Retinoic acid-independent expression of Meis2 during autopod patterning in the developing bat and mouse limb
**Source:** EvoDevo. 2015 Mar 14;6:6. doi: 10.1186/s13227-015-0001-y
**Supplement:** Additional file 1: Table S1. — Summary of experimental samples. The average and standard deviation of measurements for each staging group are given. Table S2. We used a BLAST analysis to find the top hit for each gene ID in the Wang et al. [34] dataset, using an Ensembl mouse transcript as the query. Table S3. Primers used to characterise Meis2 transcripts. Table S4. PCR cycling conditions for 5′ and 3′ RACE. Table S5. Summary of RT-qPCR gene targets with accession numbers for transcripts, amplicon sizes and target region, intron size and the efficiencies (E) and standard error of the mean (s.e.m). Table S6. Summary of primers used to generate WISH probes Accession numbers or references for probes are given where relevant. Table S7. Top differentially expressed genes that were over- or under-expressed in the comparisons. Gene names denoted with a dagger (†) indicate that probes were annotated by Blat analysis. Percentage similarity (%) gives the OPERON probe sequence similarity to that of the bat (Myotis lucifugus). Asterisk indicates when comparisons are significantly different (*P < 0.05, **P < 0.01). Table S8. Summary of 5′ start site of EST clones that match AK043601, relative to Homo sapiens chromosome 15. Table S9. Summary of start sites from lncMeis2 5′ RACE reactions, mapped to chromosome 15 on the H. sapiens GRCH37 assembly. Table S10. Summary of termination sites from lncMeis2 3′ RACE reactions, mapped to chromosome 2 of the M. musculus GRCm38 assembly, contig GL429805 of the M. lucifugus Myoluc2.0 assembly and chromosome 15 of the H. sapiens GRCH37 assembly. Table S11. Summary of start sites of Meis2 5′ RACE reactions mapped to contig GL429805 of the M. lucifugus Myoluc2.0 assembly, chromosome 2 of the M. musculus GRCm38 assembly and chromosome 15 of the H. sapiens GRCH37 assembly. Table S12. Genbank Accession numbers for the Meis2 overlap clones.

**Supplementary Tables**

| Table S1: Summary of experimental samples and their downstream applications. The average and standard deviation of measurements for each staging group are given. | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Sample Code** | **Stage (CS)** | **Biological Repeat** | **Experiment** | **Uterus Length (mm)** | **CR Length (mm)** | **Embryo Weight (mg)** |
| MN35 | 15 | 1 | qRT-PCR | 8.2  ±0.3 | 8.2  ±0.8 | 0.11  ±0.02 |
| MN38 | 15 | 2 |  |  |  |  |
| MN46 | 15 | 3 |  |  |  |  |
| MN60 | 16 | 1 | Microarray / qRT-PCR | 8.5  ±0.5 | 9.3  ±0.3 | 0.15  ±0.02 |
| MN49 | 16 | 2 |  |  |  |  |
| MN59 | 16 | 3 |  |  |  |  |
| MN39 | 16 | 4 | Microarray |  |  |  |
| MN45 | 17 | 1 | Microarray / qRT-PCR | 8.8  ±0.6 | 10.6  ±0.5 | 0.20  ±0.04 |
| MN44 | 17 | 2 |  |  |  |  |
| MN31 | 17 | 3 |  |  |  |  |
| MN40 | 17 | 4 | Microarray |  |  |  |
| MN56 | 18 E | 1 | qRT-PCR | 9.8  ±0.8 | 12.7  ±2.1 | 0.36  ±0.09 |
| MN32 | 18 L | 2 |  |  |  |  |
| MN58 | 18 VL | 3 |  |  |  |  |

| Table S2: We used a BLAST analysis to find the top hit for each gene in the Wang et al (2014) dataset, using an Ensembl (release 75) mouse transcript as the query. The top hits that had an Eval > 1e-100, Grade > 45% and a pairwise similarity > 75% are shown. If the same sequence hit found had an alternative annotation, the annotated sequence was blasted against the NCBI nucleotide database. If the top hit did not match the query this was discarded (grey). | | | | |
| --- | --- | --- | --- | --- |
| Gene (Ensembl ID) | Gene ID | Eval | Grade (%) | Pairwise ID (%) |
| *Meis1*  (ENSMUST00000068264) | comp14476_c0_seq1 | 0 | 67.3 | 94.7 |
|  | comp13769_c0_seq1 | 0 | 66.5 | 92.8 |
| *Meis2*  (ENSMUST00000110907) | comp4463_c0_seq1 | 0 | 83.5 | 92.3 |
|  | comp4463_c0_seq2 | 0 | 83.1 | 91.6 |
| *Meis3*  (ENSMUST00000176506) | comp12264_c0_seq1 | 0 | 79.4 | 78 |
| *Rdh10*  (ENSMUST00000027053) | comp2095_c0_seq1 | 0 | 72.6 | 78.1 |
| *Aldh1a2*  (ENSMUST00000034723) | comp3518_c0_seq1 | 0 | 79.5 | 87.4 |
|  | comp3518_c0_seq2 | 0 | 79.5 | 87.4 |
| *Cyp26b1*  (ENSMUST00000077705) | comp6517_c0_seq1 | 0 | 61.3 | 85.6 |
|  | comp6517_c0_seq2 | 0 | 57.8 | 84.2 |
|  | comp2661_c0_seq1 | 0 | 48.8 | 84.4 |
| *Rarb*  (ENSMUST00000063750) | comp848_c0_seq2 | 0 | 92.3 | 84.5 |
|  | comp848_c0_seq1 | 0 | 92.3 | 84.5 |

## Table S3 Primers used to characterise *Meis2* transcripts in bat and mouse embryos

| **Primer Name** | **Primer Sequence 5’-3’** |
| --- | --- |
| 5’ RACE |  |
| GSP3_5’ RACE | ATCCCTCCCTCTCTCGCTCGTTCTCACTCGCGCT |
| NGSP3_5’ RACE | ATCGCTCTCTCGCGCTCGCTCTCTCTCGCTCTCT |
| GSP4_5’RACE | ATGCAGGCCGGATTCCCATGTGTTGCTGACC |
| NGSP4_5’ RACE | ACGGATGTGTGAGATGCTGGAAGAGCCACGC |
| GSP5_5’RACE | ATGCTGTTGTCTCCACTCTGGGAAGC |
| NGSP5_5’ RACE | ATTGAGGTTGCGTCATCGTGGTCTC |
| 3’ RACE |  |
| GSP1_3’ RACE | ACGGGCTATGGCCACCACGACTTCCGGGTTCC |
| NGSP1_3’ RACE | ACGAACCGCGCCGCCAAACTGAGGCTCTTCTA |
| GSP2_3’ RACE | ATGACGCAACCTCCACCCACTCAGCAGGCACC |
| NGSP2_3’ RACE | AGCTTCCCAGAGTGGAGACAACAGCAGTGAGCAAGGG |
| GSP7_3’ RACE | CCGCTCGTAACCTTCAGTTCGGG |
| NSGP7_3’ RACE | AGGAGTAAAGGAGGAGGAGGAAGATCA G |
| Mapping Meis2 5’ UTR |  |
| Meis2Overlap_F | GGGAGGAAGAATTCAAGAAGC |
| Meis2Overlap_R | CCAGTCCGGATAAGAAAGTGA |
| Meis2_F | GAAGAAACAGTTAGCGCAAGACA |
| Meis2_R | ACCATCCAACACAAAGCTCC |
| lncMeis2_F | CTATGGCCACCACGACTTC |
| lncMeis2_R | TGTCAGTAGGTGTTGGCAGG |

## Table S4: PCR Cycling conditions, T_m_ (melting temperature), T_a_ (annealing temperature) and T_e_ (extension temperature) for 5’ and 3’ RACE

|  | **Tm** | **Ta** | **Te** | **No cycle** |
| --- | --- | --- | --- | --- |
| 1. Primary RACE PCR |  |  |  |  |
| 1.1 | 94°C 30 sec | 72°C 3 min |  | 5 |
| 1.2 | 94°C 30 sec | 70°C 30 sec | 72°C 3 min | 5 |
| 1.3 | 94°C 30 sec | 68°C 30 sec | 72°C 3 min | 27 |
| 2. Nested RACE PCR |  |  |  |  |
| 2.1 | 94°C 30 sec | 68°C for 30 sec | 72°C 3 min | 20 |
| 3. High Fidelity PCR |  |  |  |  |
| 3.1 | 95°C 3 min |  |  |  |
| 3.2 | 98°C 20 sec | 60°C for 15 sec | 72°C 1 min | 30 |
| 3.3 |  |  | 72°C 1 min |  |

##

| Table S5: Summary of RT-qPCR gene targets giving accession numbers for transcripts, amplicon sizes and target region, intron size and the efficiencies (E) and standard error of the mean (s.e.m) for each primer set. | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene** | **Operon Probe**  **(Accession No)** | | **Primer Sequence (5’- 3’)** | | **Target Region** | **Amplicon Size (bp)** | **Intron Size (bp)** | **E**  **±SE_mean_** |
| 5'-*Meis2* | M400017713 | F: 5’-CTATGGCCACCACGACTTC | | 5’ of Locus | | 118 | 0 | 1.00  ±0.01 |
|  |  | R: 5’-TGTCAGTAGGTGTTGGCAGG | |  |  |  |  |  |
| 3’-*Meis2* | M200002041 | F: 5’-GAAGAAACAGTTAGCGCAAGACA | | 3’ Coding | | 175 | 56 000 | 1.03  ±0.06 |
|  |  | R:5’-ACCATCCAACACAAAGCTCC | |  |  |  |  |  |
| *Tbpl1* | M300001906 | F:5’-GGCAGACAGTGATGTTGCATTGGAC | | 5’ coding | | 190 | 2 500 | 0.97  ±0.03 |
|  |  | R:5’GGTTCCTGAGGACCAAATTGTAGCTG | |  |  |  |  |  |

## Table S6: Summary of primers used to generate WISH probes for the bat (*Miniopterus natalensis*) and mouse (*Mus musculus*) giving accession numbers or references for probes where relevant.

| **Gene** | **Primer Name** | | **Sequence (5’- 3’)** | **Genbank Reference**  **(***M. natalensis***)** | **Genbank Reference (***M. musculus***)** | |
| --- | --- | --- | --- | --- | --- | --- |
| *5’Meis2* | lnc-M2_F | CTCGGCGCGGCGCGCTCC | | KM974642^*1^ | | AK043601 |
|  | lnc-M2_R | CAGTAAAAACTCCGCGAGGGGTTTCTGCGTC | |  |  |  |
| *3’Meis2* | Meis2-F | ACCCGTTGTTTCCTCTGTTAGCTCT | | KM974643^*1^ | | KM974644^*1^ |
|  | Meis2-R | GCATGAATGTCCATAACCTGTCCGC | |  |  |  |
| *Rdh10* | bRdh10-Fwd | AATGGCGAGGAAGAAATCCT | | KM974645^*1^ | | (Sandell et al., 2007) |
|  | bRdh10-Rvs | AACCGATACATGCACACGAC | |  |  |  |
| *Raldh2* | bRaldh2-Fwdi | AGGATAAGCTCGCAGACTTGG | | KM974646^*1^ | | (Mic et al., 2002) |
|  | bRaldh2-Rvsii | CTCACAAACTCCTCGTAGATGG | |  |  |  |
| *Cyp26b1* | bCyp26b1-Fwd | AGGCCATCAACGTGTACCAG | | KM974647^*1^ | | (MacLean et al., 2001) |
|  | bCyp26b1-Rvs | AGAAGGGGAGGTAATGGAAGC | |  |  |  |
| *Rarb* | bRarb-Fwd | CAGAAGTGCTTTGAAGTGGG | | KM974648^*1^ | | (Giguere et al., 1990) |
|  | bRarb-Rvs | GAATGAGAGGTGGCATTGATCC | |  |  |  |

^*1^ This study

**References**

Giguere, V., Lyn, S., Yip, P., Siu, C. H., Amin, S., 1990. Molecular-Cloning of cDNA-Encoding a 2nd Cellular Retinoic Acid-Binding Protein. Proc Natl Acad Sci U S A 87**,** 6233-6237.

MacLean, G., Abu-Abed, S., Dolle, P., Tahayato, A., Chambon, P., Petkovich, M., 2001. Cloning of a novel retinoic-acid metabolizing cytochrome P450, Cyp26B1, and comparative expression analysis with Cyp26A1 during early murine development. Mech Dev. 107**,** 195-201.

Mic, F. A., Haselbeck, R. J., Cuenca, A. E., Duester, G., 2002. Novel retinoic acid generating activities in the neural tube and heart identified by conditional rescue of Raldh2 null mutant mice. Development. 129**,** 2271-2282.

Sandell, L. L., Sanderson, B. W., Moiseyev, G., Johnson, T., Mushegian, A., Young, K., Rey, J. P., Ma, J. X., Staehling-Hampton, K., Trainor, P. A., 2007. RDH10 is essential for synthesis of embryonic retinoic acid and is required for limb, craniofacial, and organ development. Genes Dev. 21**,** 1113-24.

| Table S7: Top differentially expressed genes that were over (positive FC) or under-expressed (negative FC) in the comparisons. Gene names denoted with a dagger (^†^) indicate that probes were annotated by Blat analysis. Percentage similarity (%) gives the OPERON probe sequence similarity to that of the bat (*Myotis lucifugus*). Asterix indicates when comparisons are significantly different (* p < 0.05, ** p < 0.01). | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| OPERON Probe | Gene Symbol [MGI Acc.] | Gene Name | Function (GO: Biological Process) | % | CS16FL / CS16HL | CS17FL / CS17HL | CS17FL / E13.5 FL |
| DE In multiple comparisons | | | | | | | |
| M400017713 | Meis2^†^ [MGI:108564] | Meis homeobox 2 | regulation of transcription, DNA-dependent (GO:0006355) | 96 | 1.9** | 4.5** | 9.9** |
| M200002041 | Hoxd11 [MGI:96203] | homeo box D11 | skeletal development (GO:0001501) | 99 | 1.8** | 2.3** | 1.7 |
| M400006624 | Gm10059^†^ [MGI:3642158] | predicted pseudogene 10059 | NA | - | 1.4 | -2.0** | -4.1** |
| M300002857 | Hapln1 [MGI:1337006] | hyaluronan and proteoglycan link protein 1 | cell adhesion (GO:0007155) | 89 | 1.2 | 1.6** | 3.1** |
| M200015556 | Cdk3-ps^†^ [MGI:1916931] | cyclin-dependent kinase 3, pseudogene | NA | - | -1.1 | 1.8** | 3.2** |
| M300006119 | 4930473A06Rik [MGI:1922152] | RIKEN cDNA 4930473A06 gene | NA | 83 | -1.1 | 1.7* | 2.7* |
| M400001515 | Taok3 [MGI:3041177] | TAO kinase 3 | protein amino acid autophosphorylation (GO:0046777) | 91 | -1.1 | 1.6* | 2.3* |
| M300005520 | Syt13 [MGI:1933945] | synaptotagmin XIII | vesicle-mediated transport (GO:0016192) | - | -1.2 | 2.0** | 3.9** |
| M400005885 | Casc1^†^ [MGI:2444480] | cancer susceptibility candidate 1 | NA | - | -1.2 | 1.8** | 5.6** |
| M400008298 | Unknown | Unknown | NA | - | -1.2 | 1.6* | 2.9** |
| M400014003 | 1700125D06Rik^†^ [MGI:1915483] | RIKEN cDNA 1700125D06 gene | NA | 83 | -1.4 | 1.8** | 4.2** |

| **OPERON Probe** | **Gene Symbol [MGI Acc.]** | **Gene Name** | **Function (GO: Biological Process)** | **%** | **CS16FL / CS16HL** | **CS17FL / CS17HL** | **CS17FL / E13.5 FL** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **DE Between 17FL and E13.5FL only** | | | | | | | |
| M300003019 | Kpna3 [MGI:1100863] | karyopherin (importin) alpha 3 | protein import into nucleus (GO:0006606) | 93 | 1 | 1.6 | 4.3** |
| M400006019 | BC049702 [MGI:3037654] | cDNA sequence BC049702 | NA | - | 1.3 | 1.3 | 3.8** |
| M200007986 | Lnp [MGI:1918115] | limb and neural patterns | embryonic digit morphogenesis (GO:0042733) | 94 | 1.1 | 1.2 | 3.3** |
| M200007994 | Kctd 1 [MGI:1918269] | potassium channel tetramerisation domain containing 1 | negative regulation of transcription (GO:0016481) | 85 | -1.1 | 1.1 | 2.9** |
| M400012306 | Mex3b [MGI:1918252] | mex3 homolog B (C. elegans) | NA | - | 1.2 | -1 | -2.5** |
| M400007165 | Hist1h2ao [MGI:2448302] | histone cluster 1, H2ao | chromosome organization and biogenesis (GO:0007001) | 90 | 1.3 | -1.4 | -2.9** |
| M400012457 | Hist1h2ao [MGI:2448302] | histone cluster 1, H2ao | chromosome organization and biogenesis (GO:0007001) | 99 | 1.1 | 1 | -2.9** |
| M400014628 | Ubr2 [MGI:1861099] | ubiquitin protein ligase E3 component n-recognin 2 | ubiquitin-dependent protein catabolic process (GO:0006511) | - | 1.3 | 1.2 | -3.0** |
| **DE Between 16FL and CS16HL only** | | | | | | | |
| M400002268 | Ajap1^†^ [MGI:2685419] | adherens junction associated protein 1 | cell adhesion (GO:0007155) | - | 1.6** | 1.2 | 2.6 |
| M400000669 | Npm1^†^ [MGI:106184] | nucleophosmin 1 | regulation of DNA damage response, signal transduction by p53 class mediator (GO:0043516) | 90 | 1.6** | -1.1 | -1.1 |
| M400013559 | Prkcd^†^ [MGI:97598] | protein kinase C, delta | positive regulation of apoptosis (GO:0043065) | - | -2.0** | 1.4 | 3 |
| M300016981 | Sbsn [MGI:2446326] | suprabasin | epidermal differentiation (Park et al, 2002) | - | -2.1** | -1.2 | 1 |

| **OPERON Probe** | **Gene Symbol**  **[MGI Acc.]** | **Gene Name** | **Function (GO: Biological Process)** | **%** | **CS16FL / CS16HL** | **CS17FL / CS17HL** | **CS17FL / E13.5 FL** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **DE Between 17FL and CS17HL only** | | | | | | | |
| M200000546 | Matn1 [MGI:106591] | matrilin 1, cartilage matrix protein 1 | extracellular matrix organization and biogenesis (GO:0030198) | 90 | -1.3 | 1.8** | 1.5 |
| M400018107 | 4930428O21Rik^†^ [MGI:1923034 ] | RIKEN cDNA 4930428O21 gene | NA | - | -1.2 | 1.8** | -1.9 |
| M300012403 | Zfp800 [MGI:1889334] | zinc finger protein 800 | regulation of transcription (GO:0045449) | 91 | -1.1 | 1.8* | 1.6 |
| M200003355 | Pgcp [MGI:1889205] | plasma glutamate carboxypeptidase | proteolysis (GO:0006508) | 92 | 1.1 | 1.7** | 1.6 |
| M300009692 | Secisbp2l [MGI:1917604] | SECIS binding protein 2-like | NA | 87 | 1.1 | 1.7** | 2.2 |
| M400013993 | 1700047M11Rik^†^ [MGI:1914580] | RIKEN cDNA 1700047M11 gene | NA | - | -1.3 | 1.7** | 2.2 |
| M200010758 | Tmc1 [MGI:2151016] | transmembrane channel-like gene family 1 | sensory perception of sound (GO:0007605) | - | -1.1 | 1.7* | 1.4 |
| M400018137 | Unknown [AK038214] | Mus musculus 16 days neonate thymus cDNA, RIKEN full-length enriched library | NA | - | 1.2 | 1.7* | -1.7 |
| M400010738 | Hrk [MGI:1201608] | harakiri, BCL2 interacting protein (contains only BH3 domain) | regulation of apoptosis (GO:0042981) | - | -1.3 | 1.6* | 1.6 |
| M400011422 | Dab2 [MGI:109175] | disabled homolog 2 (Drosophila) | cellular morphogenesis during differentiation (GO:0000904) | - | 1.1 | 1.6* | 1.3 |
| M400011967 | Olfr1303 [MGI:3031137] | olfactory receptor 1303 | G-protein coupled receptor protein signaling pathway (GO:0007186) | - | 1.2 | 1.5* | 1.4 |
| M400007409 | Rbm10^†^ [MGI:2384310 ] | RNA binding motif protein 10 | NA | - | 1.5 | -1.8** | 1 |

| Table S8: Summary of 5’ start site of human and mouse EST clones that are highly similar to AK043601, on *H. sapiens* chromosome 15. | | | | |
| --- | --- | --- | --- | --- |
| EST Genbank Reference | EST library code | | Tissue Type | Start site relative to *H. sapiens* GRCh37: Chr15 |
| Human EST library clones | | | | |
| DA249768 | BRAWH3 | | normal astrocytes | 37392750 |
| DA724781 | NT2RI3 | | NT2 neuronal cells | 37392750 |
| DB291655 | UTERU3 | | fetal brain | 37392750 |
| DA030451 | ASTRO2 | | normal astrocytes | 37392750 |
| DA690076 | NT2NE2 | | NT2 neuronal cells | 37392750 |
| DA772261 | OCBBF2 | | NT2 neuronal cells | 37392750 |
| DB292525 | UTERU3 | | fetal brain | 37392750 |
| DA757216 | NT2RP8 | | NT2 neuronal cells | 37392750 |
| DA712206 | NT2RI2 | | NT2 neuronal cells | 37392750 |
| DA757110 | NT2RP8 | | NT2 neuronal cells | 37392750 |
| DB285787 | UTERU3 | | fetal brain | 37392749 |
| DA754391 | NT2RP8 | | NT2 neuronal cells | 37392749 |
| DA725085 | NT2RI3 | | NT2 neuronal cells | 37392749 |
| DA770123 | OCBBF2 | | NT2 neuronal cells | 37392749 |
| DA517866 | FEBRA2 | | normal astrocytes | 37392749 |
| DA773586 | OCBBF2 | | NT2 neuronal cells | 37392749 |
| DA776234 | OCBBF2 | | NT2 neuronal cells | 37392749 |
| DA501601 | FCBBF3 | | normal astrocytes | 37392749 |
| DA758456 | NT2RP8 | | NT2 neuronal cells | 37392749 |
| DA493748 | FCBBF3 | | normal astrocytes | 37392749 |
| DA256621 | BRCAN2 | | normal astrocytes | 37392749 |
| DA741733 | NT2RP7 | | NT2 neuronal cells | 37392749 |
| DA801790 | OCBBF3 | | fetal brain | 37392749 |
| DA483678 | FCBBF2 | | normal astrocytes | 37392749 |
| DA776561 | OCBBF2 | | NT2 neuronal cells | 37392749 |
| DB289759 | UTERU3 | | fetal brain | 37392744 |
| DA739568 | NT2RP7 | | NT2 neuronal cells | 37392741 |
| DC371533 | NT2RP7 | | fetal brain | 37392740 |
| DA701566 | NT2RI2 | | NT2 neuronal cells | 37392740 |
| DA723217 | NT2RI3 | | NT2 neuronal cells | 37392740 |
| DA490618 | FCBBF3 | | normal astrocytes | 37392740 |
| DA759471 | NT2RP8 | | NT2 neuronal cells | 37392738 |
| DA779276 | OCBBF2 | | fetal brain | 37392736 |
| DA784094 | OCBBF2 | | fetal brain | 37392709 |
| Mouse EST library clones | | | | |
| CJ131445 | | RIKEN, | 10 day neonate cortex | 37392737 |
| BB641212 | | RIKEN, | 10 day neonate cortex | 37392731 |
| BB263500 | | RIKEN | 10 day neonate cortex | 37392731 |
| BE291952 | | NCI_CGAP_Mam6 | mammary gland_infiltrating ductal carcinoma | 37392689 |
| BX528066 | | NCI_CGAP_Mam6 | mammary gland_infiltrating ductal carcinoma | 37392689 |
| BB854874 | | RIKEN | B16 F10Y cells | 37392631 |
| BY228744 | | RIKEN | bone marrow mast cells | 37392602 |

## Table S9: Summary of start sites of clones from bat and mouse *lncMeis2* 5’ RACE reactions, mapped to chromosome 15 on the *H. sapiens* GRCH37 assembly.

| EST Genbank Reference | 5' RACE clone name | | Start site relative to *H. sapiens* GRCh37:Chr15: (- strand) |
| --- | --- | --- | --- |
| *M. natalensis forelimb* | | |  |
| KM609410 | BF5ngsp3_A_e | | 37392759 |
| KM609411 | BF5ngsp3_A_a | | 37392749 |
| KM609412 | BF5ngsp3_A_d | | 37392749 |
| KM609413 | BF5ngsp3_A_b | | 37392748 |
| KM609414 | BF5ngsp3_A_j | | 37392748 |
| KM609415 | BF5ngsp3_A_h | | 37392747 |
| KM609416 | BF5ngsp3_A_i | | 37392741 |
| KM609417 | BF5ngsp3_A_g | | 37392735 |
| *M. natalensis head* | | |  |
| KM974624 | BH5ngsp3_A_f | | 37392749 |
| KM974626 | BH5ngsp3_A_h | | 37392748 |
| KM974625 | BH5ngsp3_A_g | | 37392740 |
| KM974627 | BH5ngsp3_A_i | | 37392734 |
| KM974620 | BH5ngsp3_A_a | | 37392733 |
| KM974621 | BH5ngsp3_A_b | | 37392733 |
| KM974622 | BH5ngsp3_A_d | | 37392731 |
| KM974628 | BHngsp3_A_j | | 37392726 |
| KM974623 | BHngsp3_A_e | | 37392724 |
| *M.musculus forelimb* | | |  |
| KM974634 | MF5ngsp3_A_m | | 37392747 |
| KM974629 | MF5ngsp3_A_b | | 37392747 |
| KM974631 | MF5ngsp3_A_d | | 37392743 |
| KM974633 | MF5ngsp3_A_l | | 37392734 |
| KM974632 | MF5ngsp3_A_k | | 37392723 |
| *M. musculus head* | | | |
| KM974639 | MHngsp3_A-g | 37392753 | |
| KM974635 | MHngsp3_A-a | 37392748 | |
| KM974637 | MH ngsp3_A-e | 37392743 | |
| KM974640 | MH ngsp3_A-h | 37392743 | |
| KM974636 | MH ngsp3_A-d | 37392740 | |
| KM974641 | MHngsp3_A-j | 37392735 | |
| KM974630 | MHngsp3_A-c | 37392734 | |
| KM974638 | MH ngsp3_A-f | 37392729 | |

## Table S10: Summary of termination sites of clones from bat and mouse *lncMeis2* 3’ RACE reactions, mapped to contig GL429805 of the *M. lucifugus* Myoluc2.0 assembly, chromosome 2 of the *M. musculus* GRCm38 assembly, and chromosome 15 of the *H. sapiens* GRCH37 assembly.

| Genbank Accession Number | Clone Name | *M. lucifugus* genome Myoluc2.0 :GL429805 termination site | *M. musculus* genome GRCm38:chr2  termination site | *H. sapiens* GRCh37:Chr 15 termination site |
| --- | --- | --- | --- | --- |
|  | GSP1/NGSP1 primers |  |  |  |
|  | *M. natalensis forelimb* |  |  |  |
| KP101222 | BF3ngsp1_A_a | 6317800 | 116065358 | 37392233 |
| KP101223 | BF3ngsp1_A_b | 6317799 | 116065357 | 37392232 |
| KP101224 | BF3ngsp1_A_c | 6317800 | 116065358 | 37392233 |
| KP101225 | BF3ngsp1_A_d | 6317796 | 116065354 | 37392229 |
| KP101226 | BF3ngsp1_A_e | 6317796 | 116065354 | 37392233 |
| KP101227 | BF3ngsp1_A_f | 6317800 | 116065358 | 37392233 |
| KP101228 | BF3ngsp1_A_g | 6317796 | 116065354 | 37392229 |
| KP101229 | BF3ngsp1_A_h | 6317796 | 116065354 | 37392229 |
| KP101230 | BF3ngsp1_A_i | 6317800 | 116065358 | 37392233 |
| KP101231 | BF3ngsp1_A_j | 6317796 | 116065354 | 37392229 |
|  | *M. natalensis head* |  |  |  |
| KP101232 | BH3ngsp1_A_b | 6317796 | 116065354 | 37392229 |
| KP101233 | BH3ngsp1_A_c | 6317796 | 116065354 | 37392229 |
| KP101234 | BH3ngsp1_A_d | 6317796 | 116065354 | 37392229 |
| KP101235 | BH3ngsp1_A_e | 6317796 | 116065354 | 37392229 |
| KP101236 | BH3ngsp1_A_f | 6317799 | 116065357 | 37392232 |
| KP101237 | BH3ngsp1_A_g | 6317799 | 116065357 | 37392232 |
| KP101238 | BH3ngsp1_A_i | 6317796 | 116065354 | 37392229 |
| KP101239 | BH3ngsp1_A_j | 6317801 | 116065359 | 37392234 |
|  | GSP1/NGSP1 primers |  |  |  |
|  | *M. musculus forelimb* |  |  |  |
| KM974602 | MF3ngsp1_A_b | 6317799 | 116065357 | 37392232 |
| KM974603 | MF3ngsp1_A_e | 6317796 | 116065354 | 37392229 |
| KM974604 | MF3ngsp1_A_f | 6317796 | 116065354 | 37392229 |
| KM974605 | MF3ngsp1_A_g | 6317799 | 116065357 | 37392232 |
| KM974606 | MF3ngsp1_A_h | 6317799 | 116065357 | 37392232 |
| KM974607 | MF3ngsp1_A_k | 6317375 | 116064948 | 37391809 |
| KM974610 | MF3ngsp1_B_c | 6317800 | 116065358 | 37392233 |
| KM974611 | MF3ngsp1_B_d | 6317800 | 116065358 | 37392233 |
| KM974614 | MF3ngsp1_B_f | 6317800 | 116065358 | 37392233 |
| KM974616 | MF3ngsp1_B_g | 6317843 | 116065401 | 37392277 |
|  | *M. musculus head* |  |  |  |
| KM974608 | MH3ngsp1_B_a | 6317801 | 116065391 | 37392236 |
| KM974609 | MH3ngsp1_B_b | 6317801 | 116065391 | 37392236 |
| KM974613 | MH3ngsp1_B_d | 6317799 | 116065357 | 37392232 |
| KM974612 | MH3ngsp1_B_e | 6317821 | 116065379 | 37392254 |
| KM974615 | MH3ngsp1_B_f | 6317799 | 116065357 | 37392232 |
| KM974617 | MH3ngsp1_B_g | 6317800 | 116065358 | 37392233 |
| KM974618 | MH3ngsp1_B_i | 6317799 | 116065357 | 37392232 |

## Table S11: Summary of start sites of *Meis2* 5’ RACE transcripts mapped to contig GL429805 of the *M. lucifugus* Myoluc2.0 assembly, chromosome 2 of the *M. musculus* GRCm38 assembly, and chromosome 15 of the *H. sapiens* GRCH37 assembly.

| Genbank Accession Number | Primers used and Clone Name | *M. lucifugus* genome Myoluc2.0 :GL429805 start site | *M. musculus* genome GRCm38:chr2  start site | *Hsapiens* GRCh37:Chr 15 start sites |
| --- | --- | --- | --- | --- |
|  | GSP4/NGSP4 primers |  |  |  |
|  | *M. natalensis forelimb* |  |  |  |
| KM974596 | BF5ngsp4A_j | 6317494 | 116065057 | 37391923 |
| KM974593 | BF5ngsp4A_b | 6317466 | 116065032 | 37391895 |
| KM974598 | BF5ngsp4B_a | 6317364 | 116064938 | 37391799 |
| KM974600 | BF5ngsp4B_d | 6317363 | 116064937 | 37391798 |
| KM974595 | BF5ngsp4A_h | 6317326 | 116064905 | 37391764 |
| KM974599 | BF5ngsp4B_c | 6317343 | 116064922 | 37391781 |
| KM974601 | BF5ngsp4B_e | 6317313 | 116064896 | 37391750 |
| KM974594 | BF5ngsp4A_e | 6317241 | 116064824 | 37391678 |
|  | *M. natalensis head* |  |  |  |
| KP101220 | BH5ngsp4A_d | 6317480 | 116065046 | 37391909 |
| KM974597 | BH5ngsp4A_h | 6317466 | 116065032 | 37391895 |

## Table S12: Genbank Accession numbers for the *Meis2* overlap clones

| Genbank Accession Number | Tissue Type | Primers used and Clone Name | Clone name |
| --- | --- | --- | --- |
| KM974592 | *M. natalensis head* | Meis Overlap F&R | *M. natalensis* *Meis2*_overlap |
| KP101221 | *Mus musculus head* | Meis Overlap F&R | *M musculus* *Meis2* overlap |

# Supplementary material for: Retinoic acid-independent expression of Meis2 during autopod patterning in the developing bat and mouse limb
**Source:** EvoDevo. 2015 Mar 14;6:6. doi: 10.1186/s13227-015-0001-y
**Supplement:** Additional file 2: Figure S1. — Summary of the positions of each RACE primer and PCR product relative to the bat Meis2 locus. The red blocks indicate the different bat EST clone boundaries corresponding to the different 5′ and 3′ RACE and PCR reactions. The green arrows represent the 3′ RACE primers and the blue arrows represent the 5′ RACE primers. The position of polyA tracts on the mRNA and genome template are indicated by black arrows. Primers used in a standard PCR reaction to amplify cDNA synthesised with random hexamers, over these polyA tracts, are shown with yellow arrows. The presence of a polyadenylation-recognition sequence (AAAUAAA), 16 nucleotides from the polyA tail, is shown. The polyA tracts are present in the genome Meis2 contig and are not preceded by a polyadenylation-recognition sequence. Additional file descriptions text (including details of how to view the file, if it is in a non-standard format).

## Slide 1

+3050
+870
+1
+570
AAAUAAA
AAAAAAA
Poly(A) tract
Poly(A) tract
GSP3/NGSP3
lncMeis2 5’ RACE
lncMeis2 3’ RACE
GSP1/NGSP1
Meis2 3’ RACE_2
GSP7/NGSP7
Meis overlap R
Meis2 overlap PCR
Meis overlap F
GSP4/NGSP4
Meis2 5’ RACE_1
Meis2 3’ RACE_1
GSP2/NGSP2

# Supplementary material for: Retinoic acid-independent expression of Meis2 during autopod patterning in the developing bat and mouse limb
**Source:** EvoDevo. 2015 Mar 14;6:6. doi: 10.1186/s13227-015-0001-y
**Supplement:** Additional file 3: — Supplementary Methods. Additional information on experimental conditions for 5′ and 3′ RACE reactions to map Meis2 transcripts and high fidelity PCR.

**Supplementary Material**

# Supplementary Methods

## 5’ and 3’ RACE

The first round of gene specific RACE reactions was carried out using Advantage™ 2 PCR kit (Clontech, USA) in a reaction mix containing 2.5µL of RACE ready cDNA, 5µL of universal RACE primer mix (10 times concentration), 1µL of gene specific primers (GSP) (10µM), 5µL of 10X Advantage 2 PCR buffer, 1µL of dNTPs (10µM), 1µL of 50X Advantage 2 Polymerase Mix in a final reaction volume of 50µL. 5’ and 3’ RACE products were amplified using PCR cycling conditions summarized in Table S5. The products of the first round RACE PCRs were diluted 1:50 in Tricine-EDTA buffer (ClonTech, USA) and used as the templates for a second round of nested RACE PCRs. The nested RACE reaction tube was setup as stated for the first round RACE reaction tube except that 2.5µL of nested GSP (NGSP) was used instead of GSP. The thermal cycling conditions for the nested RACE PCR reactions are summarized in Table S4. The nested RACE PCR products were resolved on a 2% (w/v) agarose gels, and prominent single bands were excised from the gel, and purified using the Wizards® SV Gel and PCR clean-up kit (Promega, USA). The purified PCR products were cloned into the pGEM®-T Easy vector system (Promega, USA). Recombinant plasmids were sequenced by Sanger dideoxy-sequencing at University of Washington High-throughput Genomic Unit, USA (UWHTGU) or the Central Analytic Facility at Stellenbosch University.

## High Fidelity PCR

The Ambion DNase I treatment kit (Ambion, USA) was used to digest any genomic DNA contaminating the RNA samples; 2 µg of total RNA was digested in the presence of 1µl of 10x DNase I buffer and 1µl of rDNase I (enzyme) in a 10 l reaction, at 37°C 20-30 minutes at 37°C. After the incubation, 2 µl of re-suspended DNAse I Inactivation Reagent was added and the reaction was then incubated at room temperature for 2 minutes with occasional mixing. The reaction tubes were then centrifuged at 10,000x g for 1.5 minutes and the supernatant containing treated RNA was collected. This DNase I treated RNA was used to synthesize cDNA using SuperScript III reverse transcriptase (RT) (Invitrogen, USA), in a reaction mix containing 1µg of the DNase-treated RNA in 5µl of solution, 1µl of 10mM dNTPs and 1 µl of 50mM random hexamers was added and the volume was topped up with DEPC treated water to 13 µl. The reaction tubes were then incubated for 10min at 25°C and then 65°C for 5 minutes; to anneal the primers to the mRNA transcripts. The reaction tubes were placed on ice and 1µl RNAseOUT ® (Invitrogen, USA) was added as well as 1µl of 1M dithiothreitol and 4µl of 5X FS buffer and 1µl SuperScript III RT. The reaction tubes were mixed on a vortex for a few seconds and incubated for 10 minutes at 25°C, 50°C for 60 min and 85°C for 5 minutes. A “no RT” reaction was used as a control to check that there was no genomic DNA contamination (- RT reaction). The cDNA synthesis and - RT reactions were used as templates with the PCR primer sets listed in Table S4 in a reaction mix containing 10µl of 5X KAPA HiFi GC buffer, 1.5µl of 10mM KAPA dNTP mix 1.5µl for each 10µM primer, 2µl of cDNA, 1µl of KAPA HiFi HotStart DNA Polymerase. The PCR cycling conditions are summarized in Table S4. PCR products were purified from 2% w/v agarose gel and cloned into the pGEM-T Easy® vectors as previously described.

# Supplementary material for: Retinoic acid-independent expression of Meis2 during autopod patterning in the developing bat and mouse limb
**Source:** EvoDevo. 2015 Mar 14;6:6. doi: 10.1186/s13227-015-0001-y
**Supplement:** Additional file 4: — Supplementary Results. Analysis showing that the microarray probe M400017713 corresponds to the 5′ UTR of Meis2 transcripts and statistical analysis of relative qPCR data for 5′-Meis2 and 3′-Meis2.

**Supplementary Material**

# Supplementary Results

# **Analysis of Meis2 transcripts: The microarray probe M400017713 corresponds to the 5’ UTR of the Meis2 mRNA transcript**.

A blastn analysis identified 31 human and 7 mouse EST clones corresponding to *lncMeis2*, which were derived mainly from embryonic head tissue or neural cell lines, (Table S8). The 5’ ends of the majority of the human ESTs (97%) mapped to GRCh37 chr15:37392750-37392730, whilst the mouse lncMeis2 EST clones mapped over a larger area between human GRCh37 chr15: 37392737-37392602 (Fig. S2). A blastn analysis of *lncMeis2* against the nr database, found matches overlapping with five human *Meis2* variants (*Meis2a-e*), the start sites of which all of which mapped to GRCh37:chr15: 37392341, 408bp away from the putative human lncMeis2 TSS, with substantial overlap with the 3’ end of the putative *lncMeis2* transcripts. Mouse *Meis2* variants in the nr database were shorter with no overlap between the mouse putative *lncMeis2* and *Meis2* transcripts.

Here we mapped the boundaries of the putative bat and mouse *lncMeis2* transcripts to confirm whether *lncMeis2* was indeed a polyadenylated, long non-coding RNA, with an independent TSS from the coding *Meis2* transcript. The 5’ and 3’ RACE reactions successfully amplified products corresponding to the putative *lncMeis2* and *Meis2* cDNAs from forelimb and head tissues taken from bat and mouse embryos (summarized in Fig S1).

The relative start sites of the majority of bat and mouse *lncMeis2* 5’ RACE clones (summarized in Table S9) overlapped the human *lncMeis2* EST clone start sites (GRCh37:chr15:37392750-37392730) Fig S2.

All the 3’ RACE clones for bat *lncMeis2* from both head and limb, terminated at the same position, which aligned exactly with adenine rich motifs on the mouse (GRCm38:chr2: 116065354), human (GRCh37:15:37392229) and *Myotis lucifugus* (Myoluc2.0:GL429805: 6317796) genomes (Table S10, Fig S1). The putative bat *lncMeis2* transcripts lacked a polyadenylation recognition sequence (AAAUAAA), which is commonly found 10-30 nucleotides before the end of polyadenylated mRNA transcripts. We completed a second 3’ RACE reaction using the GSP7/NGSP7 primers (Fig. S1) with bat head and FL cDNA. These 3’ RACE reactions also terminated at adenine rich motifs on the mouse (GRCm38:chr2:116064905), human (GRCh37:15: 37391764) and *M. lucifigus* (Myoluc2.0:GL429805: 6317355) genomes.

With one exception, the mouse *lncMeis2* 3’ RACE GSP1/NGSP1 cDNA clones terminated at the same adenine-rich sites site as the bat 3’ RACE cDNA clones (Table S10). The exception, clone MF3ngsp1_A_k, ran through the first adenine-rich domain, and terminated 425bp later, at the next adenine-rich domain (mouse (GRCm38:chr2:116064948), human (GRCh37:15: 37391809) and *M. lucifigus* (Myoluc2.0:GL429805: 6317375) genomes. This data was supported by several mouse EST clones (BY740861, BY228744, BX528066, BE291952, BB854874), which also extended through the first adenine-rich domain. Furthermore, the majority the human ESTs clones extended past the first adenine-rich sequence on the *Meis2* 5’ UTR. It is thus likely that the 3’ RACE results presented here, and the RIKEN mouse clone AK043601 were a consequence of oligo(dT) mispriming to internal adenine-rich regions of *Meis2* mRNA transcripts during cDNA synthesis (Nam et al., 2002)

The longest 5’ RACE sequences derived from embryonic bat limb and head cDNA, starting from the *Meis2* coding region (Fig S1) did not overlap with *lncMeis2* (Table S11). However, we were able to amplify and sequence the gap between the adenine-rich region, and the start of the *Meis2* 5’ RACE cDNA clones, using high fidelity PCR on mouse and bat head cDNA indicating that there is transcript coverage over this region(Fig S1, Table S12).

## Relative qPCR Statistical Analysis

RT-qPCR reactions using primer sets that amplified either the 5’ *Meis2* (*5’-Meis2*) or the 3’-*Meis2* (*3’-Meis2*) region revealed that *Meis2* transcripts were more abundant in the bat CS17 FL when compared to both the HL and the mouse E13.5 FL. This was significant for the *5’-Meis2* primer pair (Kruskal-Wallis H test: *H* = 7.2, d.f. = 2, *p* = 0.027) with pairwise comparison revealing that the CS17 FL was significantly higher the E13.5 FL (*p* = 0.022) but not the CS17 HL. For both experiments, the transcript abundance of the FL samples were over 2-fold higher than that HL from CS16 onwards, with abundance peaking in the CS7 FL. However the differences between the FL and the HL were only significant for the *3’ Meis2* experiment (Related Samples Sign test: *Statistic* = -2.021, N = 12, *p* = 0.043). When examining the FL and HL expression over the sequential stages of development, both limb type and developmental stage had an effect on *5’-Meis2* abundanc*e* (Two-way ANOVA: *F*(3,16) = 59.2, *p* < 0.001, partial η^2^ = 0.92). This was statistically significant between the limb types of the older developmental stages: CS16 (*F*(1,16) = 22.5, *p* < 0.001, partial η^2^ = 0.59), CS17 (*F*(1,16) = 252.7, *p* < 0.001, partial η^2^ = 0.94), and CS18 (*F*(1,16) = 140.2, *p* < 0.001, partial η^2^ = 0.90) and amongst the developmental stages of the FL (*F*(3,16) = 155.3, *p* < 0.001, partial η^2^ = 0.97). We could not determine the interaction effects of the *3’-Meis2* experiment as the data contained an outlier (developmental stage CS15), and did not satisfy the assumption of homogeneity of variances, both when this stage was excluded and when the data was transformed (Square Root and Log_10_). However, there was a strong positive correlation between the *5’-Meis2* expression data (Log_10_ transformed) and that of *3’-Meis2* (Pearson Correlation: *r*(22) = 0.95, *p* < 0.001).

# References

Nam, D. K., Lee, S., Zhou, G., Cao, X., Wang, C., Clark, T., Chen, J., Rowley, J. D., Wang, S. M., 2002. Oligo(dT) primer generates a high frequency of truncated cDNAs through internal poly(A) priming during reverse transcription. Proc Natl Acad Sci U S A. 99**,** 6152-6.

# Supplementary material for: Retinoic acid-independent expression of Meis2 during autopod patterning in the developing bat and mouse limb
**Source:** EvoDevo. 2015 Mar 14;6:6. doi: 10.1186/s13227-015-0001-y
**Supplement:** Additional file 5: Figure S2. — Histogram and screen-shot. Histogram (A) summarises the frequency of the 5′ boundaries of mouse and human ESTs that match lncMeis2, relative to 5′ RACE results from mouse and bat limb and head cDNA mapped to the strand of human chromosome chr15:37392600-37392800. A screen-shot (B) summarises the distribution of human and mouse Fantom5 CAGE tags that map to the equivalent region on the Zenbu browser, confirming that this region corresponds to the major TSS for Meis2.

## Slide 1

A
### Chart
| Category | Human ESTs | Mouse ESTs | Mouse Limb 5' RACE | Mouse Head 5' RACE | Bat Limb 5' RACE | Bat Head 5' RACE |
|---|---|---|---|---|---|---|
| 37392604-00 | None | 1.0 | None | None | None | None |
| 37392609-05 | None | None | None | None | None | None |
| 37392614-10 | None | None | None | None | None | None |
| 37392619-15 | None | None | None | None | None | None |
| 37392624-20 | None | None | None | None | None | None |
| 37392629-25 | None | None | None | None | None | None |
| 37392634-30 | None | 1.0 | None | None | None | None |
| 37392639-35 | None | None | None | None | None | None |
| 37392644-40 | None | None | None | None | None | None |
| 37392649-45 | None | None | None | None | None | None |
| 37392654-50 | None | None | None | None | None | None |
| 37392659-55 | None | None | None | None | None | None |
| 37392664-60 | None | None | 1.0 | None | None | None |
| 37392669-65 | None | None | None | None | None | None |
| 37392674-70 | None | None | None | None | None | None |
| 37392679-75 | None | None | None | None | None | None |
| 37392684-80 | None | None | None | None | None | None |
| 37392689-85 | None | 2.0 | None | None | None | None |
| 37392695-90 | None | None | None | 1.0 | None | None |
| 37392699-95 | None | None | None | None | None | None |
| 37392704-00 | None | None | None | None | None | None |
| 37392709-05 | 1.0 | None | 2.0 | None | None | None |
| 37392714-10 | None | None | None | None | None | None |
| 37392719-15 | None | None | None | None | None | None |
| 37392724-20 | None | None | 1.0 | None | None | 1.0 |
| 37392729-25 | None | None | None | 0.0 | None | 1.0 |
| 37392734-30 | None | 2.0 | 1.0 | 3.0 | 1.0 | 4.0 |
| 37392739-35 | 2.0 | 1.0 | None | 0.0 | 1.0 | None |
| 37392744-40 | 6.0 | None | 1.0 | 3.0 | 1.0 | 1.0 |
| 37392749-45 | 15.0 | None | 2.0 | 1.0 | 5.0 | 2.0 |
| 37392754-50 | 10.0 | None | None | 1.0 | None | None |
| 37392759-55 | None | None | None | None | 1.0 | None |
| 37392764-60 | None | None | None | None | None | None |B

How the deposited data were processed for this re-analysis (not part of the article)

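Dual-colour arrays compared autopod RNA of M. natalensis with a mouse FL pool. The 16 arrays covered 4 embryos at CS16 and 4 at CS17, each with an FL and an HL sample. Bat RNA was in Cy3 and the mouse pool in Cy5 on every array, with no dye swap. The labels and Table S1 of the paper give the stage, limb, repeat and embryo of each sample.

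The authors scanned the slides, corrected background and normalised the signals in R, and state that poor features were removed, missing data imputed, batch artefacts corrected and a variance filter applied. The deposited table holds log2 ratios made by the authors, 1 column per array and 1 row per array feature. Which of the named steps it includes is not stated. It had no partly missing feature. Within features, the SD of the 4 batch means was 0.03, where arrays without any batch effect would give 0.08, so the values look already corrected for batch. A fit with no replicate block then counts too many degrees of freedom.

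Base and the likely direction were taken as described beside the text, from the folds of 35 probes in Table S7, a tolerance of 0.05 and 100 shuffles of the folds. Read as natural log, 8 probes matched with the sign turned and 4 without, and read as log10, 13 and 5. The medians of the arrays as deposited, with replicates in order of their number, were 0.08, 0.10, 0.06 and 0.04 for CS16 FL, 0.13, 0.11, 0.11 and 0.07 for CS16 HL, 0.10, 0.05, 0.09 and 0.04 for CS17 FL and 0.05, 0.10, 0.10 and 0.17 for CS17 HL. All ratios were used as deposited apart from the sign, and centring stays unknown. No scanner files were used here, so signal over background could not be set as a limit.

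Features with the same values on all arrays were counted as 1 feature. Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on log2 ratios, with Benjamini-Hochberg adjustment over all 12656 features. FL and HL were compared within embryos over all arrays, with 6 residual and 6.4 prior degrees of freedom. Ratios against the mouse and differences between stages were fitted with the labelling batch as a term, with 9 residual and 5.6 prior degrees of freedom. Calls used an adjusted p under 0.05, or the paper's thresholds of an adjusted p under 0.01 with a fold above 1.5 between limbs and above 2 against the mouse. The paper's lists came from the DEDS package, which was not used here. The replicate numbers pair the samples because the labels and Table S1 tie them to embryos and batches. The correlation of paired deviations lay between -0.37 and -0.08 at CS16 and between -0.38 and 0.08 at CS17, which a batch correction can itself set.

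Steps were tested on simulated data in which 200 features were changed. For the CS17 limb comparison an adjusted p under 0.05 was reached by 65.7% of features changed by 1.5-fold and 100.0% of those changed by 2-fold. At CS16 these shares were 86.6% and 98.5%. With fewer features changed the adjustment is stricter, so the shares can then be lower. Checks of base, closing tables and plots used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

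Samples, tests, thresholds and most alternatives were fixed before the data were examined. The alternatives were no replicate block, a block by labelling batch, only the arrays of the groups or stage compared, arrays centred on their median, quantile normalization, the 5200 most variable features, robust variance moderation, another threshold and each replicate left out in turn. Counting identical rows once was chosen after the data were seen, and counting every row as a feature and leaving out single CS17 HL arrays were added then, as was centring together with no fold minimum. The rule for named genes asked for gene symbols and all genes the paper names. Because features carry numbers only, the rule, the gene lists and the single genes it covers were not analysed here, and 4 features are given by number, chosen after their values were seen.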

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

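The splits of the samples, the counts without single CS17 HL arrays, the counts at an unadjusted p and the tests of each explanation were chosen only after the result was seen.

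Features 5970 and 36517 had limb differences in opposite directions at CS16 and CS17 in every embryo. For feature 5970 the FL minus HL difference was -0.81 at CS17 and 0.57 at CS16, a change of -1.38 (standard error 0.24, adjusted p = 0.218 from limma). For feature 36517 it was 0.49 at CS17 and -1.02 at CS16, a change of 1.51 (standard error 0.26, adjusted p = 0.218 from limma). Neither passed the test over all features. With the same changes, both passed among the 5200 most variable features, with an adjusted p of 7.78e-04 for feature 5970 and 9.51e-05 for feature 36517 from limma. That set was chosen by variance over all arrays, which such changes raise, so these p-values are not separate support. The folds of each feature equal those that Table S7 of the paper lists for exactly 1 probe, M400007409 for 5970 and M400013559 for 36517. Both features were chosen after their values were seen.

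The paper's array lists compare limbs and species, and the CS17 and CS16 arrays were also compared here within each limb. In the FL 2 features differed, both higher at CS17, with an adjusted p under 0.05 from limma. In the HL 36 features differed, 11 higher and 25 lower at CS17, and quantile normalization gave 27 higher and 15 lower. The 8 splits of the arrays that part every labelling batch are too few for a share under 0.05, and the highest count of the other splits was 0 in both limbs. With no replicate block, 34 FL and 358 HL features differed. Of all 35 splits, 1 reached each of these counts, the real one, and the highest others were 1 and 2. Most of the 35 do not part the labelling batches, so they do not decide whether chance can be excluded.

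The 36 HL features are a pattern to weigh against the arrays themselves. After centring each array on its median 41 features were called, 35 of them among the 36. The median log2 difference between the stages over features was -0.0238 before this centring and -0.0242 after it. Centring thus had almost nothing to remove here and does not decide on an offset of the arrays. Quantile normalization called 42 features, 23 of them among the 36. The array of CS17 HL replicate 4 cannot be told apart from a stage difference. Without it 7 features were called, 7 higher and 0 lower, and 5 of them were among the 36, but without CS17 HL replicate 1 the count was 3, and without replicates 2 and 3 it was 69 and 60. With fewer arrays the test also loses power, and a difference in stage stays open.

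At CS17, 1159 features had an unadjusted p under 0.05 between FL and HL, where chance would give 633 on average. How far chance alone can move this count was not measured, and features on the same arrays are not independent. Unequal distributions of the arrays are argued against as the cause of the count, because quantile normalization gave 1341 features, although it evened the split to 682 higher and 659 lower. The array of CS17 HL replicate 4 is a candidate source, since 608 features reached that p without it, against 1263, 1598 and 923 without CS17 HL replicates 1, 2 and 3. Dixon's test found 0 outliers in 28 groups of 4 arrays, which included the median, the spread and the correlation of each array. The mean ratio was not among the 3 array measures tested, so these 0 outliers do not cover it. As deposited, the mean ratio of CS17 HL replicate 4 was 0.10, and those of the other arrays lay between -0.10 and -0.02. Whether the array or its embryo differs was not tested, and a limb difference in that embryo stays open.

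Against the mouse, 1356 features were higher and 364 lower in the CS17 bat FL at the paper's thresholds. With an adjusted p under 0.05 and no fold minimum there was no such excess, with 4043 higher and 5083 lower. After centring each array on its median there were 4545 and 4462, but with most features called the centring itself sets this split near even. The share higher rose from 78.8% to 85.3% after centring each array on its median. With the sign turned, every array median lay below 0, so this centring moves all ratios up and a rise was fixed beforehand. It therefore does not decide on an offset of the arrays, and no other centre was tried. Expression particular to 1 limb or stage is argued against for most of these features, because 75.1% had the same call in all 4 bat groups. Dye or probe sequence cannot be told apart from a species difference, with 0 dye-swapped arrays and mouse probes. The mouse pool itself, a single sample common to all 4 groups, and a species difference stay open and untested.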

How the results depend on the processing

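The alternatives with single CS17 HL arrays left out, and the one with every row of the table as a feature, were chosen after seeing the data, as were all splits.

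With the 5200 most variable features, calls with an adjusted p under 0.05 rose to 32 from 1 between limbs at CS17, to 8 from 0 at CS16, to 34 from 0 for the limb by stage interaction, to 17 from 2 between stages in the FL and to 143 from 36 in the HL. At the paper's thresholds it gave 9 against 1 at CS17, 5 against 0 at CS16, 1 against 0 at both stages, 1086 against 1655 for the HL over the mouse and 900 against 1389 shared by both limbs. In this setting fewer features are tested and limma gave the limb difference of every feature the same standard error, 0.19. Differences between limbs and stages also add to the variance by which the set was chosen. No replicate block gave 13 calls at CS17, 34 between stages in the FL and 358 in the HL, and moved no other count of calls at an adjusted p by over 1.5 times. At an unadjusted p under 0.05 it gave 1741, 1044, 1544 and 1279 features for CS17, CS16, the interaction and the stages in the FL, against 1159, 634, 1014 and 782. Only the arrays of the groups compared gave 38 between stages in the FL, median centring 9 (7 higher, 2 lower) and quantile normalization 15 (11 higher, 4 lower), against 2 (both higher), of which the cause was not tested. Without the fold minimum and at an adjusted p under 0.05, 9126 features differed between FL and mouse, 9127 between HL and mouse, 8133 in both and 993 in the FL alone. At an adjusted p under 0.01 with a fold above 1.5, 2 differed between stages in the HL. Leaving out replicates gave 1 to 3 calls at CS17 and 0 to 10 between stages in the HL, with 0 without replicate 1 and 1 without replicate 4. Leaving out single CS17 HL arrays gave 1 to 8 calls at CS17, 0 to 2 for the interaction, 2 to 14 between stages in the FL and 3 to 69 in the HL. The counts of 8, 2 and 69 came without CS17 HL replicate 2, and 14 without 4.

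Feature 24123 passed at CS17 under all 16 alternatives, with a log2 difference from 2.02 to 2.31, and no limb difference of the 4 features changed sign. Robust moderation, a block by labelling batch and every row of the table kept all limb counts within 1.5 times. With no feature partly missing and repeated rows identical, those alternatives were not run, nor were those on gene lists. Signal over background was not used here.

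Splits that part every embryo number 8, too few for a share under 0.05. At CS17 the real count was 1 and the highest other 1 at an adjusted p under 0.05 (2 of 8 splits as large), and 1 and 0 at the paper's thresholds (1 of 8). At CS16 both were 0 and 0, which all 8 of 8 reach by construction. With no replicate block, all 35 splits were counted too, but most do not part the embryos and they decide nothing. At CS17, 2 were as large as the 13 calls (highest other 31), and 1 as the call at the paper's thresholds (highest other 0). For counts of 0, at CS16 (highest others 2 and 0) and for the interaction (highest other 0), 35 of 35 are as large by construction.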

Differences from the paper's values

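The counts of the next 2 paragraphs are at the paper's stated thresholds, which the paper applied to q values of the DEDS package and which are applied here to adjusted p-values of limma. The last paragraph uses a fold above 1.5 alone and an adjusted p under 0.05 with no fold minimum, which are not the paper's thresholds.

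The paper's text gives 107 higher and 5 lower genes unique to the CS17 bat FL against the mouse, and 257 and 74 features were found here. In Fig. 1A the paper shows about 240 higher and about 15 lower genes in both limbs, read by eye, and 1099 and 290 were found here. None of the alternatives set before the data were examined brought these 4 counts within 1.5 times of the paper's. Among the 5200 most variable features, 226 were higher and 40 lower in the FL alone, and 742 higher and 158 lower in both limbs. The nearest for the 107 were 163 higher with quantile normalization and 168 without replicate 4.

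Between FL and HL the paper's text gives 15 genes at CS17, 6 at CS16 and 2 at both stages, where 1, 0 and 0 features were found here. Among the 5200 most variable features the count at CS16 was 5, within 1.5 times of the paper's, while the counts of 9 at CS17 and 1 at both stages were not. No other alternative set before the data were examined reached any of the 3 values.

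The paper states that a pair of genes was significantly higher in the FL at both stages. Here 24123 and 812 were the only features with a fold above 1.5 in the same direction at both stages, and neither had an adjusted p under 0.05 at CS16 over all features. Among the 5200 most variable features their adjusted p at CS16 was 0.0011 and 0.0131 from limma, and that of feature 812 at CS17 was 7.28e-07. In the same setting, 17 of the 21 features matched to probes that Table S7 marks for CS17 had an adjusted p under 0.05 from limma, and 4 of the 6 for CS16, against 1 and 0 over all features.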

Other observations

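The counts of feature 812 on each side of the mouse and the matches to Table S7 were chosen after the result was seen.

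Of the 1720 features called for the CS17 bat FL against the mouse, 1291 had the same call in all 4 bat groups. The log2 ratios of feature 812 to the mouse lay on opposite sides of 0 in the limbs. A ratio of 0 need not mean equal expression, because centring is unknown and dye and probe mismatch are included. Feature 812 had a ratio of 0.80 ± 0.31 (SD, n = 4) in the CS17 FL and -0.42 ± 0.33 (SD, n = 4) in the CS17 HL. At CS16 its ratios were 0.55 ± 0.31 (SD, n = 4) in the FL and -0.28 ± 0.25 (SD, n = 4) in the HL. At both stages each of the 4 FL arrays was positive and each of the 4 HL arrays negative. The adjusted p of the HL ratio from limma was 0.0172 at CS17 and 0.0890 at CS16. With each array centred on its median, 1 of the 4 CS16 HL arrays was positive and the other arrays kept their side, and with quantile normalization all did.

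The deposited values are taken as log2 of mouse over bat as a hypothesis, since 33 of the 35 probes of Table S7 have a feature with the same 3 folds when the sign is turned. Log2 of bat over mouse is argued against, because only 4 of 35 then have one, and shuffled folds reached 8.

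A further hypothesis is that the feature with the largest limb difference, 24123, is the 5'-Meis2 probe of the paper. Exactly 1 of the 12656 features has the 3 folds that Table S7 lists for that probe, and it is this feature. The paper's Table 1 gives medians of 2 at CS16, 6.1 at CS17 and 9.9 over the mouse for the same probe. The medians of this feature were 1.89, 4.42 and 9.92. Over the mouse its folds ran from 8.38 to 11.7, against 8.4 to 11.7 in Table 1, and it is the only 1 of the 12656 features with that median, lowest and highest fold. At CS16, 3 of its 4 embryos lie within the range of 1.5 to 3.3 in Table 1. At CS17 its folds ran from 3.44 to 6.30 and only 1 of the 4 embryos lies within the range of 5.4 to 12.6, which goes against the hypothesis. That range also leaves out the 4.5 of Table S7 for the same probe, and its upper end is reached by 0 features, the highest CS17 fold of FL over HL of any feature in any embryo being 6.30. The sign does not depend on this probe, since without it 32 of the other 34 probes match with the sign turned and 4 without. Apart from the Table 1 folds between limbs, the values are those the hypothesis needs, and it remains a hypothesis because the value table holds no probe names.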
